# A Global Analysis of Photoreceptor-Mediated Transcriptional Changes Reveals the Intricate Relationship Between Central Metabolism and DNA Repair in the Filamentous Fungus *Trichoderma atroviride*

**DOI:** 10.3389/fmicb.2021.724676

**Published:** 2021-09-08

**Authors:** Enrique Pola-Sánchez, José Manuel Villalobos-Escobedo, Nohemí Carreras-Villaseñor, Pedro Martínez-Hernández, Emma Beatriz Beltrán-Hernández, Edgardo Ulises Esquivel-Naranjo, Alfredo Herrera-Estrella

**Keywords:** RNA-seq, photoreceptors, DNA repair, metabolism, blue light, photoreactivation

## Abstract

Light provides critical information for the behavior and development of basically all organisms. Filamentous fungi sense blue light, mainly, through a unique transcription factor complex that activates its targets in a light-dependent manner. In *Trichoderma atroviride*, the BLR-1 and BLR-2 proteins constitute this complex, which triggers the light-dependent formation of asexual reproduction structures (conidia). We generated an ENVOY photoreceptor mutant and performed RNA-seq analyses in the mutants of this gene and in those of the BLR-1, CRY-1 and CRY-DASH photoreceptors in response to a pulse of low intensity blue light. Like in other filamentous fungi BLR-1 appears to play a central role in the regulation of blue-light responses. Phenotypic characterization of the Δ*env*-1 mutant showed that ENVOY functions as a growth and conidiation checkpoint, preventing exacerbated light responses. Similarly, we observed that CRY-1 and CRY-DASH contribute to the typical light-induced conidiation response. In the Δ*env*-1 mutant, we observed, at the transcriptomic level, a general induction of DNA metabolic processes and strong repression of central metabolism. An analysis of the expression level of DNA repair genes showed that they increase their expression in the absence of *env*-1. Consistently, photoreactivation experiments showed that Δ*env*-1 had increased DNA repair capacity. Our results indicate that light perception in *T. atroviride* is far more complex than originally thought.

## Introduction

Light is an environmental clue for the behavior, development, and physiology of living beings, accordingly, they have developed sophisticated mechanisms to perceive and respond to the quality, quantity, and direction of this stimulus. Light perception is mediated by chromophore binding proteins that act as receptors for its transduction (Linden et al., 1997; Fankhauser, 2001; Ma et al., 2001; Corrochano, 2019). The energy of light is perceived by the photoreceptors, leading to the adoption of an active state of the protein (Chen et al., 2004; Ko et al., 2007). In the active state, the photoreceptor transduces the light signal to effectors that regulate the expression of genes that trigger physiological responses in the cell (Froehlich et al., 2002; Chen et al., 2004; Ko et al., 2007). Depending on the type of photoreceptor, differences in wavelength, intensity, direction, and duration of light can be perceived and responded to Terzaghi and Cashmore (1995) and Falciatore and Bowler (2005).

Fungi use light as a source of information about the environment that surrounds them. Due to their relative simplicity, filamentous fungi have been used as models to understand the mechanisms of light perception. Among the responses mediated by light in filamentous fungi are conidiation, phototropism, sexual development, entrainment of the circadian rhythm, photomorphogenesis and secondary metabolism (Herrera-Estrella and Horwitz, 2007; Rodríguez-Romero et al., 2010). Although it is known that there are responses regulated by green, red and ultraviolet light, blue light regulates most responses in fungi (Herrera-Estrella and Horwitz, 2007).

For decades, the filamentous fungus *Neurospora crassa* has been the workhorse for studies on light perception and, where the first gene encoding a fungal photoreceptor, *wc-*1, was identified. The *wc*-1 gene codes for the White Collar-1 (WC-1) protein, which has three PAS-like domains (Per-Arnt-Sim), one of which belongs to a subfamily of domains specialized in perceiving Light, Oxygen or Voltage signals (LOV). In the LOV domain, FAD is covalently bound, which acts as a chromophore allowing WC-1 to function as a photoreceptor of blue light (He et al., 2002; Froehlich et al., 2002). The *wc*-2 gene codes for the White Collar-2 (WC-2) protein, which, like WC-1, has a nuclear localization signal, but has only one PAS domain. The PAS domains present in WC-1 and WC-2 allow the formation of the White-Collar complex (WCC) (Cheng et al., 2002). The formation of this complex is necessary for the stability of WC-1 (Cheng et al., 2002). The WCC acts as a transcriptional regulator of genes that respond to blue light (Linden et al., 1997). After a brief pulse of blue light, the chromophore covalently binds to a conserved cysteine in the LOV domain of WC-1, causing a conformational change in the protein, promoting binding of the complex to promoters of light responsive genes (Chen et al., 2009).

In *N. crassa*, all responses to blue light are regulated by the White-Collar photoreceptor complex (Linden et al., 1997; Liu et al., 2003). Homologs of the White-Collar proteins have been characterized in *T. atroviride* (Casas-Flores et al., 2004), *Trichoderma reesei* (Castellanos et al., 2010), *Aspergillus nidulans* (Purschwitz et al., 2008), *Phycomyces blakesleeanus* (Idnurm et al., 2006) and in several other fungi distributed in the three great phylogenetic clades of fungi (Ascomycetes, Zygomycetes, and Basidiomycetes) (Corrochano, 2019).

In *N. crassa*, a second blue light photoreceptor, VIVID, a protein with a PAS/LOV domain allows perception of changes in light intensity, triggering adaptive responses (Schwerdtfeger and Linden, 2003). VIVID has been shown to negatively regulate the transcriptional activity of the White-Collar complex (Heintzen et al., 2001; Schwerdtfeger and Linden, 2003; Chen et al., 2010; Malzahn et al., 2010), and plays important roles in the control of the circadian clock in Neurospora (Hunt et al., 2010). Orthologues of *vivid* are found in the genomes of many fungi, including *Fusarium oxysporum*, *Botrytis cinerea*, *T. atroviride* and *T. reesei* (Corrochano, 2019).

The orthologue of *vivid* in *Trichoderma* (*env*-1) codes for the protein ENVOY that plays an important role in light perception (Schmoll et al., 2005). An analysis of the *T. reesei* Δ*env*-1 mutant showed that ENVOY allows the fungus to tolerate continuous exposure to blue light and to perceive changes in light intensity (Castellanos et al., 2010). However, according to Schmoll et al. (2005) it does not complement a *N. crassa vivid* mutant, suggesting different mechanisms of action of these photoreceptors.

In addition to BLR-1 and ENVOY, the *T. atroviride* genome encodes several other potential photoreceptors, such as a phytochrome, an opsin, a 6-4 photolyase (*cry*-1) and a DASH-type cryptochrome (Schmoll et al., 2010; García-Esquivel et al., 2016).

Once light has been perceived, remodeling of the cell’s transcriptional activity begins, either inducing or repressing transcription of genes that control different responses in the organism. In this regard, different microarray and RNA-seq studies have been carried out in fungi with the aim of identifying genes regulated by light. An RNA-seq analysis of gene expression in *N. crassa* allowed the identification of 532 light-responsive genes, with 310 up-regulated and 222 down-regulated (Wu et al., 2014). Similarly, a microarray analysis of genome-wide expression in response to light in *Aspergillus nidulans* led to the identification of more than 400 up-regulated genes and more than 100 down-regulated genes in developmentally competent mycelium (Ruger-Herreros et al., 2011). A recent RNA-seq analysis in *Cordyceps militaris* led to the identification of genes related to carotenoid biosynthesis under light exposure conditions, with 866 up-regulated genes and 856 down-regulated genes (Lou et al., 2019). In *T. reesei*, a microarray analysis allowed the identification of genes responsive to light, of which 137 were up-regulated and 111 were down-regulated in the wild-type strain. Interestingly, in the *T. reesei blr*-1, *blr*-2 and *env*-1 mutants, the number of differentially expressed genes in response to light increased (Tisch and Schmoll, 2013).

In the first studies aiming at the identification of blue-light responsive genes in *T. atroviride* we found both blue light up-regulated (blu) and blue light down-regulated (bld) genes. A microarray analysis containing 1438 unigenes indicated that 2.8% of the genes in *T. atroviride* were responsive to light (Rosales-Saavedra et al., 2006). A more recent study in *T. atroviride*, allowed the identification of 331 genes regulated by white light and 204 by blue light (García-Esquivel et al., 2016).

The viability and fitness of an organism is highly dependent on the integrity of its DNA, as it is prone to damage by many factors. DNA damage can have serious consequences for the cell, which if not repaired leads to the generation of mutations that can be inherited from generation to generation and even cause cell death. Therefore, all organisms have developed sophisticated DNA damage repair mechanisms throughout evolution (Berens and Molines, 2020). In this regard, UV-A radiation (320-400 nm) and UV-B (280-320 nm) are slightly harmful, while UV-C radiation (<280 nm) can be very harmful. However, it is mostly absorbed by ozone and oxygen before it hits the Earth (Sinha and Häder, 2002; Godar, 2005). Exposure to UV-C radiation can cause damage to intracellular macromolecules, which are essential for cell viability and functioning, such as DNA, RNA, proteins, ribosomes and biomembranes (Engelberg et al., 1994; Griffiths et al., 1998). In eukaryotes, UV-A radiation and visible light can indirectly lead to the generation of reactive oxygen species (ROS) such as singlet oxygen and hydroxyl radicals (Aguirre et al., 2005), which, in turn, can damage DNA through indirect photosensitive reactions (Alscher et al., 1997). Furthermore, prolonged exposure to UV radiation generates two main types of DNA damage, cyclobutane pyrimidine dimers (CPD) and (6-4)-pyrimidine-pyrimidine photoproducts (6-4PPs) (Sancar, 2003). These products are toxic to cells as they prevent DNA replication and transcription, resulting in cell death (Süß et al., 2009). Fortunately, cells have several DNA repair pathways, the two main repair pathways are photoreactivation and base excision repair (NER) that allow decomposition of CPDs and 6-4PPs (Suter et al., 2000; Steurer et al., 2019). Photoreactivation is a mechanism that depends on visible light or radiation close to UV, in which photolyases participate (Chaves et al., 2011). In contrast to photoreactivation, NER is a slow and complex mechanism independent of light that requires the participation of many proteins and post-translational modifications (Suter et al., 2000; Marteijn et al., 2014).

Members of the cryptochrome/photolyase family, classified in CPD photolyases, 6-4 PP photolyases, and DASH-type cryptochromes exist in almost all organisms, and filamentous fungi are no exception. In *T. atroviride*, the CPD photolyase, PHR-1, is required for the photorepair of DNA lesions in conidia exposed to UV radiation (Berrocal-Tito et al., 2007). Similarly, in *Beauveria bassiana* and *B. cinerea*, the contribution of CPD photolyases to the repair of DNA lesions induced by UV radiation has been demonstrated (Cohrs and Schumacher, 2017; Wang et al., 2019). In *T. atroviride* and *B. bassiana* the 6-4 PP photolyase CRY-1 and PHR-2, respectively, play an important role in the photorepair of DNA damage induced by UVC light. The DASH-type cryptochrome of *T. atroviride* does not seem to contribute to this process (García-Esquivel et al., 2016; Wang et al., 2019). Interestingly, in *B. cinerea*, the DASH-type cryptochrome (BcCRY2) plays a role as a repressor of conidiation in response to UV and white light (Cohrs and Schumacher, 2017).

In *N. crassa* VIVID plays a negative role in the regulation of the transcriptional activity of the White-Collar complex (WCC). However, this phenomenon has not been explored in *T. atroviride*. Therefore, we decided to study the role of all known blue-light photoreceptors in this process through RNA-seq analyses and phenotypic characterization in *T. atroviride*. We discovered that ENVOY plays a role as a repressor of genes that are induced by light in a BLR dependent manner. Importantly, we also demonstrated that ENVOY is a modulator of the expression of genes related to DNA repair, a discovery of great importance in mycology that could lead to the generation of strains resistant to UV radiation with multiple applications.

## Materials and Methods

### Strains, Culture Medium and Growth Conditions

In the development of this work, the wild type strain (WT) of *T. atroviride* IMI 206040 and the mutant strains Δ*blr*-1 (Casas-Flores et al., 2004), Δ*cry*-*DASH* and Δ*cry*-1 (García-Esquivel et al., 2016), and Δ*env*-1 were used. Pre-inocula were obtained by placing 20 μl of a suspension of conidia (1x10^6^) of the strains on potato dextrose agar (PDA; DIFCO, Detroit, MI), allowing them to grow at 28 °C for 48 hours in the dark. Subsequently, mycelium disks (5 mm in diameter) were placed on Petri dishes containing PDA for photoconidiation and growth tests.

### Phylogenetic Analysis of the ENVOY Protein

The protein sequence of *T. atroviride* ENVOY was structurally compared to lookup sequences via BLASTp analysis online^1^ and aligned with the counterparts found in some representative fungi, followed by a phylogenetic analysis with the neighbor-joining method in MEGA X (Kumar et al., 2018).

### Generation of the Δ*env*-1 Mutant

We replaced the open reading frame (ORF) of the orthologue of *env*-1 (gene Id. 150699) in *T. atroviride* (Supplementary Figure 1) using the Double Joint PCR method, as previously described (Yu et al., 2004; Castellanos et al., 2010). Primers were designed to replace the ORFs of *env*-1 by the selection marker encoding the *Escherichia coli* hygromycin phosphotransferase gene (*hph*) (Supplementary Table 1). This construction was then used for PEG-mediated protoplast transformation of the WT strain as previously described (Castellanos et al., 2010). Nine independent transformants were subjected to three rounds of single spore isolation, and DNA obtained from the purified transformants using standard protocols. Strains that had undergone the gene replacement event were identified by PCR and the one used here for further analysis checked by Southern blot. The response to light of four of these mutants was characterized, all of them showing the same phenotype (Supplementary Figure 2).

### Photoconidiation Tests

For the photoconidiation assays, the strains were inoculated in the center of 100 × 15 mm Petri dishes with 30 ml of PDA medium and grown in the dark at 28°C for 36 h. After this period, the colonies of all the strains were exposed to different blue light fluencies in a PERCIVAL growth chamber model E30LED, illuminated by blue light-emitting diodes (LEDs) (0, 200, 400, 600, 800, 1200 μmol⋅m^–2^), where 0 represents the control kept in complete darkness. Subsequently, all Petri dishes were incubated for an additional 36 hours in the dark. At the end of this period, the Petri dishes were photographed, and conidia collected with 5 ml sterile distilled water. Finally, conidia were quantified in an Axiostar plus, ZEISS optical microscope using a Neubauer chamber (Hemocytometer).

### Photoconidiation Tests at Low and High Intensities of Constant Blue Light

The WT and Δ*env*-1 strains were placed on Petri dishes (100 × 15 mm) containing 30 ml of PDA and allowed to grow at 28°C in a PERCIVAL growth chamber model E30LED, illuminated by blue light-emitting diodes (LED) with a fluence of 2.9 μmol⋅m^–2^⋅s^–1^ (low) or 11.6 μ⋅m^–2^⋅s^–1^ (high). The strains were photographed and the number of conidia per plate determined after 72 h.

### Growth Tests Under Constant White Light and Darkness

Petri dishes (150 × 15 mm) containing 80 ml of PDA were inoculated with the indicated strains in the center and exposed to white light (21 μmol. m^–2^s^–1^) in a programmable air incubator (Model BOD50A16, Revco, Thermo Electron Corp., Asheville) or kept in the dark for 72 h at 28°C. Colony diameter was marked every 12 h to determine the radial growth rate and the total radial growth.

### Growth in Different Carbon Sources

To evaluate the impact of continuous light exposure on carbon-limited growth, the WT and Δ*env-*1 strains were grown on Petri dishes (150 × 15 mm) containing 80 ml Vogel’s minimal medium (VMM) supplemented with 2% agar (Vogel, 1956) and glycerol, sorbose, glucose, fructose or lactose at 2% as sole carbon source, as indicated. The strains were grown in the different carbon sources at a constant blue light fluence of 11.6 μmol.m^–2^s^–1^ for a period of 72 h, with the corresponding controls in the dark.

### Growth Under Photoperiods

For the photoperiod tests, 150 × 15 mm Petri dishes with 80 mL of PDA medium with an inoculum of the WT and Δ*env-*1 strains were grown in a PERCIVAL growth chamber model E30LED, illuminated by blue light-emitting diodes (LED) with a 2.4 μmol⋅m^–2^⋅s^–1^ fluence in successive periods of 12 h light and 12 h darkness during 72 h at 28°C, starting with the light cycle. Radial growth was determined in each cycle.

### Photoreactivation Assays

Five μL drops of a suspension of 4 x 10^4^ conidia⋅ml^–1^ of the WT, Δ*cry*-1 and Δ*env*-1 strains were inoculated on Petri dishes containing PDA supplemented with 0.5% Triton X-100. Conidia were irradiated with UV-C light (254 nm) at a dose of 350 J⋅m^–2^ or 400 J⋅m^–2^ using a Stratalinker^®^ UV crosslinker 2,400. Subsequently, the irradiated conidia were incubated in complete darkness or in constant white light at 28°C for 48 h and colony forming units (CFU) counted and photographed. Controls were treated in the same way but were not UV irradiated.

### Northern Blot Analysis

To evaluate the effect of blue light on gene expression we grew the WT and the Δ*env*-1 strains in the dark for 36 h on PDA plates covered with cellophane sheets and the colonies were incubated in constant blue light (5 μmol⋅m^–2^⋅s^–1^) for 5, 15, 30, 60, 120, 240, or 480 min and collected mycelia. As control, we collected mycelia of colonies that were never exposed to light. After the treatment, mycelial samples were frozen in liquid nitrogen and used for RNA extraction.

Total RNA was extracted using the TRIzol protocol (Invitrogen). The Southern and Northern hybridizations were carried out using conventional methods (Sambrook and Russell, 2001).

Radioactive labeling of the probes with [α-32P]-dCTP was carried out by the “Random Priming” method, following the supplier’s protocol (Amersham Biosciences). Probes were obtained by PCR amplification from DNA of the WT strain, using the INVITROGEN^®^ Recombinant Taq method and reagents. Subsequently the probes were purified using columns by the QIAGEN^®^ method, cutting the corresponding band of the agarose gel, obtained by electrophoresis.

### RNA-seq and Differential Expression Analysis

Mycelium of the WT, Δ*blr*-1, Δ*env*-1, Δ*cry-DASH* and Δ*cry*-1 strains were collected 30 min following a blue light pulse of 200 μmol⋅m^–2^ and immediately frozen in liquid nitrogen. A set of plates of all the strains was not exposed to light and used as control. RNA libraries were prepared with the TruSeq v2 RNA Sample Preparation Kit (Illumina). The size and quality of the library were determined using a Bioanalyzer (Agilent Technologies). Three biological replicates of all conditions were sequenced on an Illumina HiSeq 2,500 platform with an average of 20 million reads per library. Read quality was analyzed using the FastQC software^2^. High-quality reads were then mapped to the predicted transcripts of the *T. atroviride* v2 genome^3^ using the Kallisto software (Bray et al., 2016). The result of the table count obtained with Kallisto was used to construct an expression matrix of the light-dark conditions of all strains of *T. atroviride*. The expression matrix generated was used for differential expression analysis using R-Studio and the *edgeR* (Robinson et al., 2009) and *limma* (Ritchie et al., 2015) packages. The count matrix was normalized using the M-values (TMM) method (Robinson and Oshlack, 2010). Differentially expressed genes were determined using the Generalized Linear Probability Radius Test (GLM) method with a Log Fold-Change of ± 1 and a FDR ≤0.05. The RNA-seq data analyzed in this publication have been deposited with the NCBI’s Gene Expression Omnibus and can be accessed through the GEO series accession number GSE165935^4^.

### Annotation and Enrichment Analysis of GO Terms

Differentially expressed genes were annotated using a data matrix generated by Blast2GO (Conesa et al., 2005) and the enrichment analysis of functional categories was performed in R-Studio of biological processes using Camera from the *limma* package (Wu and Smyth, 2012). GO terms with FDR ≤0.05 were considered significantly enriched in each comparison.

## Results

### ENVOY Is a Master Modulator of the Light Control of the Growth/Conidiation Balance

Light has a negative impact on mycelial growth in *T. atroviride*, *Tuber borchii* and *N. crassa*, which requires the White-Collar proteins (Ambra et al., 2004; Casas-Flores et al., 2004; Esquivel-Naranjo and Herrera-Estrella, 2007). We evaluated the effect of continuous exposure to white light on colony growth of the WT strain of *T. atroviride*, and the Δ*blr*-1, Δ*env*-1, Δ*cry-DASH* and Δ*cry*-1 mutants in PDA. We did not find statistically significant differences in the growth of these strains in the dark (*P* < 0.05; Figure 1A and Supplementary Figure 3). However, under constant illumination the Δ*env*-1 mutant showed a 20% reduction in growth compared to the WT strain (Figure 1B). Based on this observation, we decided to evaluate the effect of continuous exposure to blue light on the growth of the WT strain and the Δ*env*-1 mutant using low (2.9 μmol⋅m^–2^⋅s^–1^) and high (11.6 μmol⋅m^–2^⋅s^–1^) light intensities. When the strains were exposed to low light intensity, we observed a more pronounced negative effect in the Δ*env*-1 mutant than in the WT (Supplementary Figure 4). At high intensity, we observed a decrease in growth in the Δ*env*-1 mutant like that observed at low intensity. (Supplementary Figure 5). These results indicate that ENVOY plays an important role in regulating growth under constant illumination in *T. atroviride*. We also found that the ENVOY plays a major role in adaptation to light, since in experiments in which the mutants were grown in 12 h light/12 h dark cycles in PDA it was evident that during exposure to light their growth strongly slowed down and accelerated during the dark cycle, which was much more evident in the mutant strain (Figure 1C).

**FIGURE 1:**
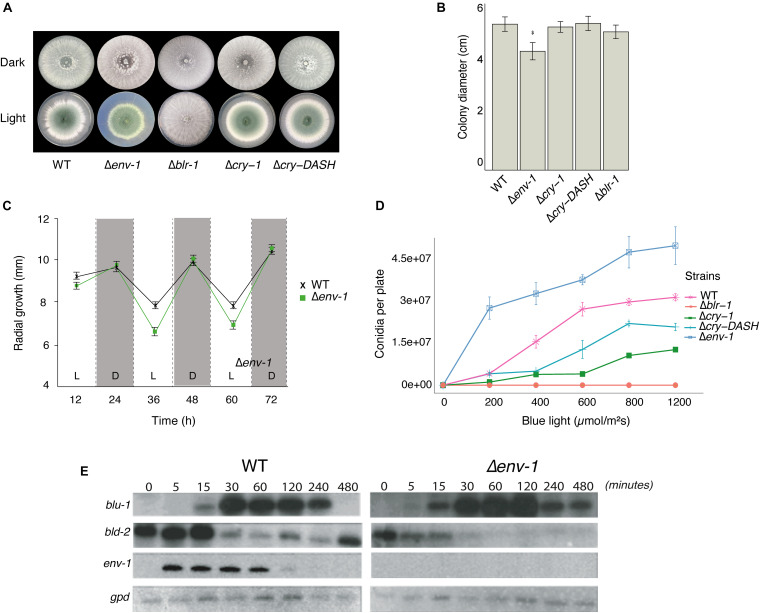
Effect of light on growth and conidiation in the WT strain and the mutants Δ*blr*-1, Δ*cry*-1, Δ*cry-DASH* and Δ*env*-1. **(A)** Phenotype of the strains growing under darkness and constant light exposure. **(B)** Total growth of colonies under constant light exposure. Growth was measured every 12 h for 72 h under constant light and darkness on potato dextrose agar (PDA). **(C)** Radial growth of the WT and Δ*env*-1 strains under 12-h light/dark cycles with 2.9 μmol⋅m^– 2^⋅s^– 1^ of blue light. **(D)** Production of conidia at different fluencies of blue light. The strains were grown for 36 h in the dark, then exposed to a pulse of blue light of 0, 200, 400, 600, 800, and 1,200 μmol⋅m^–2^. Bars show means ± SEM. **(E)** Expression of the *blu*-1, *bld*-2 and *env*-1 genes under constant illumination (5 μmol.m^–2^s^–1^) at times 5, 15, 30, 60, 120, 240, and 480 min. Asterisks indicate statistically significant differences (*P* < 0.05; *n* = 8). A simple ANOVA analysis was used for each condition.

Despite the drastic decrease in mycelial growth caused by exposure to light, there was a marked increase in conidia production in the Δ*env*-1 mutant (Figure 1A and Supplementary Figures 4, 5). This led us to think that ENVOY could play a role as a central regulator of the growth/development balance, establishing thresholds and controlling excessive responses to intense or constant light stimuli. To delve into this, we evaluated conidia production using different doses of light for the different strains under study in PDA medium. The production of conidia by the WT strain was directly proportional to the dose of light, reaching saturation at 600 μmol⋅m^–2^ (Figure 1D). This is likely due to the existence of a genetic program that modulates the intensity of the response to manage nutrients and energy upon reaching a certain threshold. Similarly, the Δ*cry*-1 and Δ*cry-DASH* mutants, produced conidia in direct proportion to the light dose received, although conidia production was reduced compared to the WT, and required 800 μmol⋅m^–2^ to reach saturation. As expected, the Δ*blr*-1 mutant did not respond to the light stimulus, regardless of the dose applied (Casas-Flores et al., 2004). In contrast, the Δ*env*-1 mutant showed greater production of conidia compared to the other strains, a trend observed at all light dosages applied and did not reach saturation even upon exposure to fluencies greater than 1200 μmol⋅m^–2^. This indicates that ENVOY is a photoreceptor that functions as the central modulator of the growth/conidiation balance in the response to light.

### ENVOY Is a Modulator of Gene Expression in Response to Blue Light and Essential for Photoadaptation

Photoadaptation is the ability of an organism to dim the response to light and prepare it to respond to a second pulse of light. To evaluate the role of ENVOY in the response to light of *T. atroviride*, and in photoadaptation, we selected as reporters the genes *blu*-1 (Id. 300570, orthologue of the *N. crassa grg*-1) and *bld*-2 (Id. 301399, encoding a short-chain dehydrogenase reductase), due to their strong response to light. We evaluated their expression upon continuous exposure to blue light, as well as the expression of *env*-1 in the WT strain and the Δ*env*-1 mutant in a time course experiment. Overall, we observed that *blu*-1 reaches higher levels in the Δ*env*-1 strain than in the WT (Figure 1E). In the WT strain expression of *blu*-1 is detectable 15 min after exposure to light, reaches its maximum by 30 min and then starts decreasing until it disappears (240 min). In contrast, in the Δ*env*-1 mutant, the *blu*-1 transcript was detected already after 5 min, increasing its levels until reaching a maximum by 120 min and could still be detected after 480 min. These observations suggest that ENVOY attenuates the expression of *blu*-1. For the *bld*-2 gene, the expression levels in the dark and in the first few minutes after exposure to light were clearly higher in the WT than in the Δ*env*-1 mutant (5-15 min). By 30 min the expression of this gene decreased to its minimum in the WT strain, while a strong decrease was observed already 5 min after exposure of the mutant to light. In the WT strain the level of expression of *bld-*2 remained at about the same level for at least 210 min and started increasing by 480 min. However, the Δ*env*-1 mutant reached its minimal level (almost undetectable) within 30 min of exposure to light and did not increase after 480 min (Figure 1E). These results provide further support for the proposed role of ENVOY as a negative modulator of the impact of light on gene regulation and show that the expression of both *blu*-1 and *bld*-2 is subjected to a photoadaptation process which is lost in the Δ*env*-1 mutant strain.

### Genes Involved in Conidia Formation Are Regulated Early by ENVOY

Since blue light triggers transcriptional changes in *T. atroviride* (Rosales-Saavedra et al., 2006) and due to our previous observation on the Δ*env*-1 mutant, we decided to perform high-throughput RNA sequencing analysis of the WT, Δ*blr*-1, Δ*cry*-1, Δ*cry-DASH* and Δ*env*-1 strains with the aim of identifying genes responsive to blue light and the receptor involved (Figure 2). 

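For the RNA-seq experiment, mycelium was grown for 36 h and RNA came from 3 replicates of each strain kept in darkness and from 3 replicates 30 min after a pulse of blue light, at a dose of 200 μmol⋅m–2. The authors assigned the reads to the predicted transcripts with Kallisto, and the deposited table holds the estimated counts of 11863 transcripts without normalization. Of its values, 8.35% are not whole numbers. The columns of the WT, Δblr-1 and Δenv-1 strains could be matched to samples, as could those of Δblr-2, a strain that the paper does not analyse. The other 12 columns could not be matched to samples by their names and were not used here, so the Δcry-1 and Δcry-DASH strains are not covered by these values. The authors left out Δenv-1 dark replicate 3 for its larger variation. The values therefore rest on 17 libraries, with 2 in Δenv-1 darkness, and are given again over 18 libraries where this replicate changes them. Counts per library ranged from 4278614 to 5747357 (median 5604283) in WT darkness and from 7843802 to 17275233 (median 10452637) in WT light. In Δblr-1 they ranged from 5107381 to 15299635 (median 5454568) in darkness and from 1519254 to 20872428 (median 4595798) in light. The 2 libraries of Δenv-1 darkness held 8454083 and 15221263 counts, the library left out 22011843, and those of Δenv-1 light from 5754000 to 14444151 (median 9733591). All values use these counts of the table, whose average per library lies under the number of reads that the paper states. Counts were rounded to whole numbers and scaled by edgeR's TMM factors, and the 9466 transcripts that passed edgeR's filter with its minimum of 10 counts were tested. A model with a mean for each strain and treatment was fitted by edgeR's quasi-likelihood method. Genes were called responsive at the thresholds of the paper, a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Whether a light response differed between 2 strains was tested by the interaction of strain and light, called at an adjusted p of at most 0.05. A group of libraries with at most 3 counts each was read as not detected, which corresponds to between 0.146 and 1.96 CPM by library and covers counting error only.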

As previously described, we used a low dose of blue light (200 μmol⋅m^–2^) because this is the threshold for photo-conidiation in the WT and we assumed the observed effect would only be due to photoperception and not an indirect effect through reactive oxygen species. We collected mycelial samples of the different strains 30 minutes after the light pulse for the RNAseq experiment. 

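The deleted env-1 gene (Id. 150699) was read at 1.85 ± 0.18 CPM (SD, n = 3) in WT darkness and at 107 ± 1.66 CPM (SD, n = 3) in WT light. In Δenv-1, where a marker replaced the coding sequence, its transcript still had 32.3 ± 0.0577 CPM (SD, n = 2) in darkness and 260.0 ± 21.6 CPM (SD, n = 3) in light. With the replicate that the authors left out, which stood at 39.7 CPM, the mean in Δenv-1 darkness was 34.8 ± 4.23 CPM (SD, n = 3). The lowest of the Δenv-1 dark libraries lay far above the highest WT dark library, at 2.05 CPM. In Δblr-1, env-1 was at 1.36 ± 0.307 CPM (SD, n = 3) in darkness and 1.82 ± 0.503 CPM (SD, n = 3) in light. The paper's text gives no Id for blr-1, and its reads were not analysed here. All Δblr-1 light libraries lay far below the WT and Δenv-1 light libraries in env-1, blu-1 and phr-1.

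**Figure D1:**
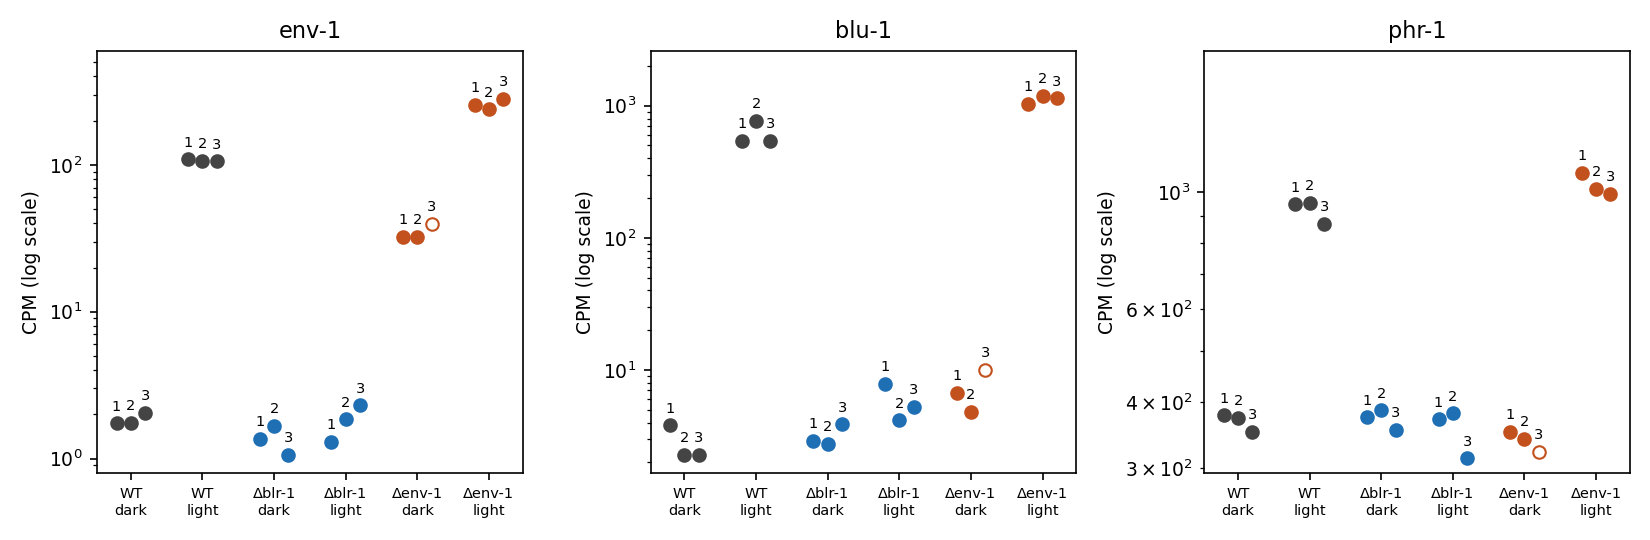
CPM (log scale) of env-1, blu-1 and phr-1 in each library of the WT, Δblr-1 and Δenv-1 strains in darkness and after light, with 1 point per library and an open circle for Δenv-1 dark replicate 3. After light env-1 lies between 106 and 109 CPM in WT, between 1.30 and 2.31 CPM in Δblr-1 and between 240.1 and 283 CPM in Δenv-1.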

A differential expression analysis of the data allowed us to identify 135 genes responsive to light in the WT (Supplementary Table 2), 27 in Δ*blr*-1 mutant (Supplementary Table 3), 123 in Δ*cry*-1 (Supplementary Table 4), 97 in Δ*cry-DASH* (Supplementary Table 5) and 160 in Δ*env-*1 (Supplementary Table 6 and Figure 2D). 

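Of 9466 genes tested, 114 were called responsive to light in WT (83 induced and 31 repressed), 14 in Δblr-1 (8 induced and 6 repressed) and 108 in Δenv-1 (85 induced and 23 repressed). Without the fold change minimum, 624 genes in WT, 72 in Δblr-1 and 408 in Δenv-1 passed the adjusted p alone. By edgeR's likelihood ratio test, the test that the paper names, 134, 25 and 143 genes were called. With Δenv-1 dark replicate 3 in the model the numbers were 118, 14 and 169. Light and dark replicates of the same number were correlated within these strains, and with the replicate numbers as blocks 134, 31 and 144 genes were called. Of the 97 induced and 38 repressed genes that the paper lists for WT in Supplementary Table 2, 83 and 30 were called here. For Δblr-1 (Supplementary Table 3) these were 8 of 20 and 5 of 7, and for Δenv-1 (Supplementary Table 6) 85 of 95 and 22 of 65. All listed genes that were tested changed in the listed direction. The log2 fold changes differed from those of the paper's tables by a median of 0.00323 for the induced and 0.00559 for the repressed genes of WT, and by 0.0494 for the repressed genes of Δenv-1. Among called genes whose light libraries all lay on one side of the dark libraries, the largest rise was that of gene 206334, a DUF1295 domain protein without counts in any dark library and in any Δblr-1 library. It reached 271 ± 10.5 CPM (SD, n = 3) in WT light, at least 469-fold above the detection limit in darkness, and was at least 1264-fold higher in Δenv-1 light. Gene 265387, a cyclohexanone monooxygenase, rose at least 46.9-fold in WT, and gene 298329, a FAD binding protein, rose by 5.02 (standard error 0.20, edgeR adjusted p = 2.05e-11) on the log2 scale in Δenv-1. Among repressed genes, the terpenoid synthase gene 184804 fell to no count in WT light and was at least 3.28-fold lower, and gene 293449 fell to no count in Δenv-1 light and was at least 44.8-fold lower.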

Within the set of differentially expressed genes in the WT strain, we found *blu*-1 (*grg*-1), *blu*-2 (*phr*-1), *blu*-4, *al*-3, *cry*-1, *env*-1, *bld*-2 and *bld*-4, previously reported as blue light responsive genes, among others. 

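The Ids of blu-4, al-3 and bld-4 are not in the paper's text and these genes were not analysed here. blu-1 (Id. 300570) rose from 2.79 ± 0.885 to 618 ± 130.1 CPM (SD, n = 3 each) in WT, a log2 fold change of 7.76 (standard error 0.22, edgeR adjusted p = 2.56e-13). Its response was 7.65 in Δenv-1 and 0.61 in Δblr-1. The interaction test separated Δblr-1 from WT, with a difference of -7.14 (edgeR adjusted p = 1.26e-08), and not Δenv-1, with -0.11 (edgeR adjusted p = 1). The level of blu-1, to which the paper's Northern blot refers, was higher in Δenv-1. After light it was 1032, 1191 and 1134 CPM there, against 542, 769 and 544 CPM in WT. In darkness it was 6.75 and 4.82 CPM, against 3.81, 2.28 and 2.28 CPM in WT. bld-2 (Id. 301399) fell from 2267 ± 478 to 707 ± 170.2 CPM (SD, n = 3 each) in WT, a log2 fold change of -1.69 (standard error 0.16, edgeR adjusted p = 3.17e-06). In Δblr-1 it stayed at 3201 ± 335 CPM in darkness and 2962 ± 366 CPM in light (SD, n = 3 each), and the interaction with strain was 1.57 (edgeR adjusted p = 0.000636).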

In agreement with previous results, the transcripts of *blu*-1, *blu*-4, *phr*-1, *al*-3, *cry*-1 and *env*-1 increased their level, while those of *bld*-2 and *bld*-4 were strongly reduced (Rosales-Saavedra et al., 2006; Esquivel-Naranjo and Herrera-Estrella, 2007; García-Esquivel et al., 2016).

**FIGURE 2:**
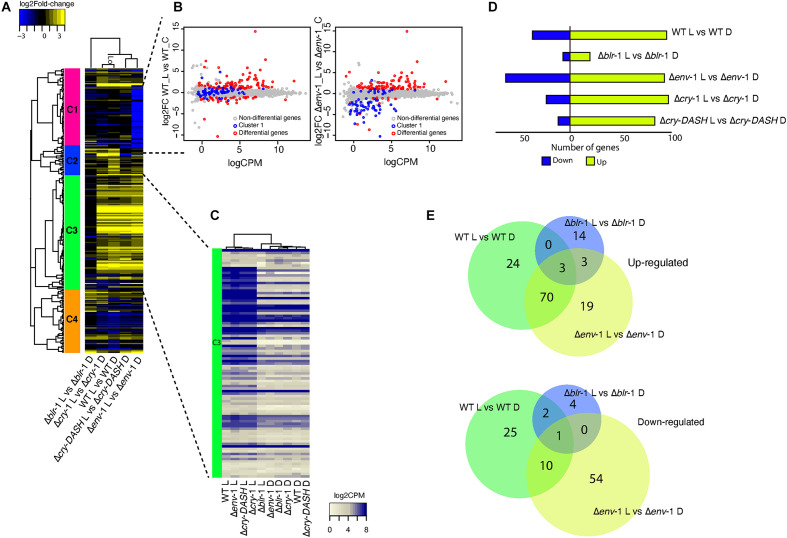
Transcriptional profile of the WT strain and the mutants Δ*blr-*1, Δ*cry-*1, Δ*cry-DASH* and Δ*env-*1 in response to a 200 μmol⋅m^–2^⋅s^–1^ pulse of blue light. **(A)** Heatmap of genes responsive to blue light. Colored bars with roman numerals on the left side of the heatmap indicate gene clusters differentially expressed in the WT and photoreceptor mutants. The scale bar at the top left of the heatmap indicates the gene expression intensity and the lines that support the groups formed in the heatmap are the dendrogram. **(B)** Smear plot generated from edgeR showing the log2 fold change (FC) against the average log count per million (CPM) of genes that respond to blue light in WT strain and Δ*env*-1 mutant. **(C)** Heatmap of log count per million (CPM) values for genes exposed to blue light and kept in dark from cluster three. **(D)** Comparison of the expression profile of the genes differentially expressed between each strain. A Fold-Change filter of ± 1 and a FDR ≤ 0.05 was used. Strains growing in darkness were used as a control. **(E)** Venn diagrams showing the number of up- and down-regulated genes shared by the WT strain and the Δ*blr-*1 and Δ*env*-1 mutants or that are unique for each contrast.

An interesting observation was the drastic change in the number of differentially expressed genes in the Δ*env*-1 mutant, particularly an increase in the number of genes repressed in response to light (Figure 2D). 

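The number of genes called repressed by light in Δenv-1 depended on the dark libraries and on the test. It was 23 with dark replicates 1 and 2, against 31 in WT, and 14 of the 23 were not called in WT or Δblr-1. With Δenv-1 dark replicate 3, which the authors left out for its larger variation, 84 genes were called repressed. With the replicate numbers as blocks the number was 51, and by edgeR's likelihood ratio test it was 47. Without Δenv-1 light replicate 2 it dropped to 10, without light replicate 3 to 12, and without light replicate 1 to 16. The light response itself differed between Δenv-1 and WT in 2 genes by the interaction test, with 369 genes at an unadjusted p under 0.05. These were env-1 and gene 245230, which the paper's tables describe as a chromosomal organization and DNA repair protein. With dark replicate 3 the interaction test again called 2 genes, with the replicate numbers as blocks 5, and with both 46. With dark replicates 1 and 3 alone, a pair chosen after the values were seen, it called 84.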

Cluster analysis of the heat-map shown in Figure 2A indicated a group of genes (cluster 1) repressed only in the Δ*env*-1 mutant. 

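The genes of this cluster are not listed in the paper's text, so the 51 genes listed as repressed in Supplementary Table 6 and in no other strain's table were taken in their place, and 46 of them were tested. In WT their median log2 fold change after light was 0.06, with 25 genes higher and 21 lower. None had an adjusted p of at most 0.05 by edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Over all genes 1 gene passed with the replicate numbers as blocks. limma's camera test on the list gave an adjusted p = 0.674. In Δblr-1 the median was -0.40 (camera, limma adjusted p = 0.746). The adjustment of the set tests covers the 35 pairs of a list and a comparison that were tested. The study chose these genes on these libraries, so counts adjusted over the list alone are not independent evidence.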

When we examined the behavior of these genes in a scatterplot, in the contrasts WT-Light vs. WT-Control and Δ*env*-1-Light vs Δ*env*-1-Control, we observed that these genes remained without apparent change in the WT strain in response to the stimulus. However, in the Δ*env*-1 mutant their expression level decreased. 

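In Δenv-1 all 46 of these genes were lower after light, with a median log2 fold change of -3.26, or -3.19 with the 5 genes that were not detected in light set at their bound. Over all genes 11 reached an adjusted p of at most 0.05 by edgeR's quasi-likelihood test, and 46 did when adjusted over the list alone. The camera test, with its preset correlation between genes, gave a limma adjusted p = 1.42e-05. Neither fry (limma adjusted p = 0.283) nor camera with the correlation estimated from the list (limma adjusted p = 0.411) called the list. With the replicate numbers as blocks 30 genes passed over all genes and fry called the list (limma adjusted p = 0.0276), but camera with an estimated correlation did not (limma adjusted p = 0.107). With dark replicate 3 the median was -3.98. The responses of Δenv-1 and WT differed by a median of -3.31, or -3.23 without the genes that were not detected in light. For this difference the camera test gave a limma adjusted p = 9.53e-10, fry limma adjusted p = 0.38, and camera with an estimated correlation limma adjusted p = 0.293. No gene of the list differed between the strains at an adjusted p of at most 0.05 over all genes, 33 had an unadjusted p under 0.05, and 23 passed when adjusted over the list alone. With the replicate numbers as blocks 2 genes passed over all genes, and the list was called by fry (limma adjusted p = 0.0457) and with an estimated correlation (limma adjusted p = 0.0456).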

When looking at the reads associated with these genes, we found that in the WT strain their expression was low and highly variable. Consequently, they were not classified as differentially expressed, while in the Δ*env*-1 mutant they had a constant basal expression level in darkness, which decreased slightly in response to blue light. 

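The median over the 51 genes was 5.20, 1.58 and 9.36 CPM in WT dark replicates 1 to 3, and 5.96, 1.03 and 7.67 CPM in the WT light replicates of the same numbers. WT replicate 2 was thus the lowest in darkness and in light. The median log2 ratio of replicate 1 to replicate 2 was 1.18 in WT darkness and 1.51 in WT light, and that of replicate 3 to replicate 2 was 1.93 and 2.03. In the Δblr-1 libraries the median lay between 0.732 and 1.41 CPM.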

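In Δenv-1 darkness the median of these 51 genes was 16.5 CPM in replicate 1 and 0.762 CPM in replicate 2, and 22.2 CPM in the replicate that the authors left out. In Δenv-1 light it was 0.676, 0.694 and 1.08 CPM. All 51 genes were higher in dark replicate 1 than in dark replicate 2, and in 40 of them dark replicate 2 was at or under the highest light library. Without dark replicate 1 the median light response of the list was 0.10, and without dark replicate 2 it was -4.33. A single dark library remains in these comparisons, so no test was made. Against WT darkness the list had a median log2 ratio of 0.47 (36 of 46 genes higher), and 1.15 with dark replicate 3. The camera test ranked the list lower in Δenv-1 (limma adjusted p = 0.111), and with the replicate numbers as blocks shared by all strains higher (limma adjusted p = 0.0225). With these blocks neither fry (limma adjusted p = 0.626) nor an estimated correlation (limma adjusted p = 0.713) called the list. Among the 46 genes, gene 53012, a multidrug resistance protein, differed from WT darkness at an edgeR adjusted p of at most 0.05 (0.0295), and with the replicate numbers as blocks 3 genes did.

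**Figure D2:**
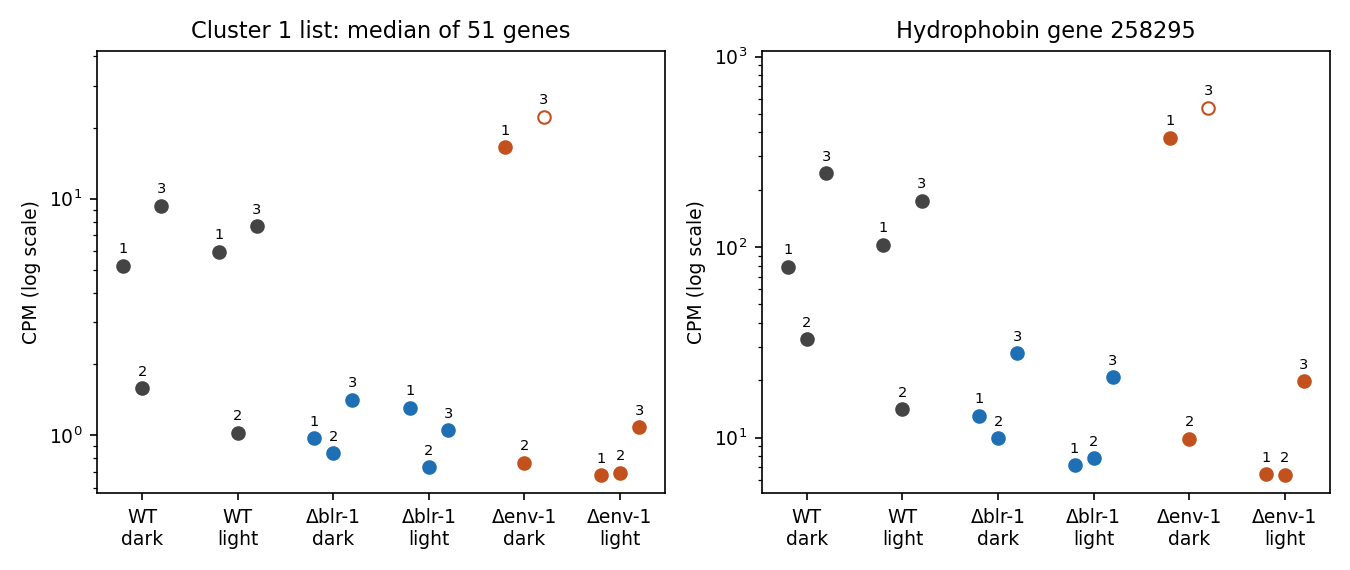
Median CPM (log scale) of the 51 genes in each library by strain and treatment, and CPM of the hydrophobin gene 258295, with 1 point per library and an open circle for Δenv-1 dark replicate 3. In the median, Δenv-1 dark replicate 2, at 0.762 CPM, lies among the Δenv-1 light libraries and dark replicate 1, at 16.5 CPM, above all WT libraries.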

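The hydrophobin gene 258295 was at 374 and 9.84 CPM in Δenv-1 dark replicates 1 and 2 and at 10.8 ± 7.69 CPM (SD, n = 3) in light. The log2 fold change was -4.10 (standard error 1.17, edgeR adjusted p = 0.0613), short of the threshold. alb-1 (Id. 217154) was at 66.4 and 2.29 CPM in the dark replicates and 2.38 ± 0.687 CPM (SD, n = 3) in light, with a log2 fold change of -3.80 (standard error 1.18, edgeR adjusted p = 0.0888). cmp-1 (Id. 323283) was at 203 and 7.49 CPM in darkness and 8.24 ± 2.98 CPM (SD, n = 3) in light, with -3.65 (standard error 1.19, edgeR adjusted p = 0.109). In dark replicate 3 the genes reached 537, 115 and 300.2 CPM, and with this replicate all 3 passed the threshold, at -4.80 (edgeR adjusted p = 0.0161), -4.69 (edgeR adjusted p = 0.0196) and -4.38 (edgeR adjusted p = 0.0281). Without dark replicate 1 the log2 fold changes were 0.16, 0.046 and 0.12. With the replicate numbers as blocks the genes passed, at -3.65 (edgeR adjusted p = 0.0102), -3.16 (edgeR adjusted p = 0.00988) and -2.99 (edgeR adjusted p = 0.00903). These values rest on replicates 1 and 2, which disagree, and on a variation estimated over all strains. In replicate 1 the genes went from 374, 66.4 and 203 CPM to 6.42, 2.20 and 7.61 CPM. In replicate 2 they went from 9.84, 2.29 and 7.49 CPM to 6.38, 1.80 and 5.62 CPM.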

Interestingly within the genes enclosed in this cluster we found one that encodes a hydrophobin (Id. 258295) with a log2 Fold-change (FC) of -4.1396, the conidial pigment polyketide synthase *alb*-1 (Id. 217154) with a log2 FC of −3.84 (Gerin et al., 2018; He et al., 2018) and the conidiospore surface protein *cmp*-1 (Id. 323283) with a log2 FC of −3.67 (Puyesky et al., 1999). These genes are closely linked with the late stages of conidia formation and as expected, they did not seem to undergo changes in their expression level and maintained low levels early after exposure to light in the WT strain. 

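In WT the hydrophobin gene 258295 was at 119 ± 111 CPM in darkness and 97.3 ± 80.5 CPM in light (SD, n = 3 each), with a log2 fold change of -0.24 (edgeR adjusted p = 0.947). alb-1 was at 26.9 ± 19.4 and 34.7 ± 28.3 CPM and changed by 0.42 (edgeR adjusted p = 0.876), and cmp-1 was at 119 ± 90.6 and 126 ± 104 CPM and changed by 0.12 (edgeR adjusted p = 0.984). These changes lie within the spread of the replicates. The difference between the Δenv-1 and WT responses was -3.87 (edgeR adjusted p = 1) for the hydrophobin gene, -4.22 (edgeR adjusted p = 1) for alb-1 and -3.77 (edgeR adjusted p = 1) for cmp-1. With Δenv-1 dark replicates 1 and 3, a pair chosen after the values were seen, 2 of these differences passed. They were -5.14 (edgeR adjusted p = 0.0295) for the hydrophobin gene and -5.71 (edgeR adjusted p = 0.0157) for alb-1.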

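In darkness, Δenv-1 did not differ from WT in these genes by edgeR's quasi-likelihood test. The log2 ratio to WT was 0.69 (edgeR adjusted p = 0.807) for the hydrophobin gene 258295, 0.32 (edgeR adjusted p = 0.932) for alb-1 and -0.21 (edgeR adjusted p = 0.967) for cmp-1. With dark replicate 3 the ratios were 1.39 (edgeR adjusted p = 0.447), 1.21 (edgeR adjusted p = 0.503) and 0.53 (edgeR adjusted p = 0.814). After light the ratio to WT was -3.17 (edgeR adjusted p = 0.0673), -3.90 (edgeR adjusted p = 0.0285) and -3.98 (edgeR adjusted p = 0.0283). The ratio of the hydrophobin gene passed the threshold with the replicate numbers as blocks shared by all strains, at -2.83 (edgeR adjusted p = 0.0121). Whether the numbers pair libraries of different strains was not checked.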

Interestingly, these genes were already activated in the Δ*env*-1 mutant and they began to vary in their expression very early in response to light. This observation suggests that cells are hypersensitive to light in the absence of *env*-1 and that this cue acts as a priming signal for the expression of genes that will participate in conidiation several hours later, when other developmental signals concur.

### BLR-1 Regulates Most of the *T. atroviride* Blue-Light Responsive Genes

An evident observation was the reduced number of differentially expressed genes in response to light in the Δ*blr*-1 mutant (Figure 2D). 

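The 14 genes called in Δblr-1 by edgeR's quasi-likelihood test were fewer than those of either other strain in every setting tried. Leaving out Δblr-1 light replicate 2, the largest library of the group, left 1 called gene, and leaving out dark replicate 1 or 2 left 4 or 6. Without each of the other 3 libraries in turn between 10 and 11 genes were called. No Δblr-1 gene passed edgeR's test of a log2 fold change above 1 (glmTreat), and 1126 genes had an unadjusted p under 0.05 in the test against no change. Tested directly, the light response differed between Δblr-1 and WT in 131 genes, 86 with a lower and 45 with a higher log2 fold change in Δblr-1. The largest called changes in Δblr-1 were in gene 89388, a hypothetical protein, at 2.49 (standard error 0.44, edgeR adjusted p = 0.0157), and in gene 298191, at -3.19 (standard error 0.68, edgeR adjusted p = 0.0385). The F-box gene 242992 fell by 2.42 on the log2 scale (edgeR adjusted p = 0.0286).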

When analyzing the behavior of the genes of cluster III in the heat-map (Figure 2A), it was notable that in the WT strain and the mutants Δ*cry*-1, Δ*cry-DASH* and Δ*env*-1, a large part of these genes were up-regulated in response to blue light. In contrast, in the Δ*blr*-1 mutant they were not, behaving like in the rest of the strains kept in darkness (Figure 2C), thus confirming that BLR-1 is the main regulator of the transcriptional response to blue light. 

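Of the 94 genes listed in Supplementary Table 7 as induced and BLR-1 dependent, 93 were tested. Their median log2 fold change after light was 1.70 in WT, or 1.59 with the 6 genes not detected in darkness set at their bound. In Δblr-1 it was 0.12, with 54 genes higher and 38 lower (camera, limma adjusted p = 0.00994, or limma adjusted p = 0.0541 with an estimated correlation). There 2 of the genes had an edgeR adjusted p of at most 0.05 over all genes, cry-1 and the CFEM domain gene 297699, and 8 did when adjusted over the list alone. Over all genes 7 did with the replicate numbers as blocks. The response was lower in Δblr-1 than in WT in 92 of the 93 genes, by a median of -1.41, or -1.40 without the genes not detected in a group. The interaction test called 52 of them over all genes and 69 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The set test on the interaction gave a limma adjusted p = 6.08e-105 by camera, and the call held under fry (limma adjusted p = 2.88e-13) and with an estimated correlation (limma adjusted p = 1.95e-09). From the loss of the response of these genes in Δblr-1, where they stay as in darkness, the paper concludes that BLR-1 is the main regulator of the response to blue light.

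**Figure D3:**
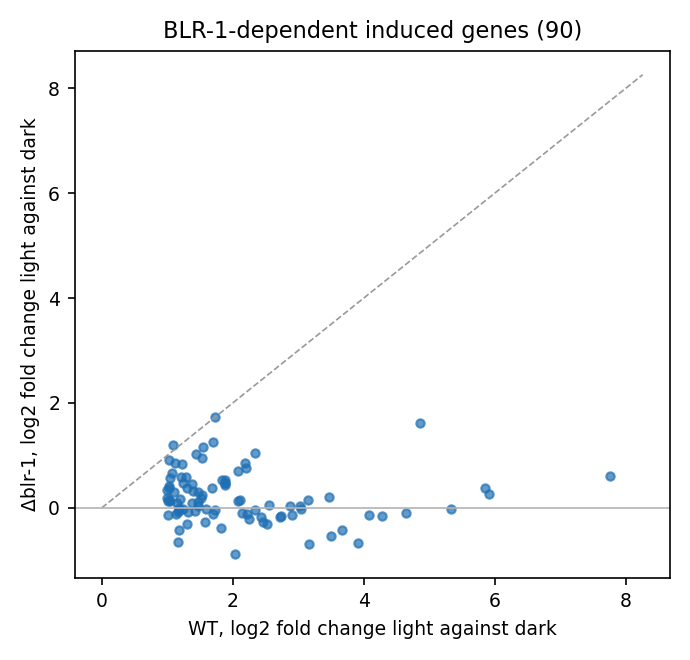
Log2 fold change after light in Δblr-1 (vertical axis) against WT (horizontal axis), each point being a gene of the list with a standard error in both strains (90 of the 93 tested), with the dashed line where both are equal. The points lie near 0 in Δblr-1, with a median of 0.12 over the 93 genes, against 1.70 in WT.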

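In Δenv-1 the same 93 genes had a median log2 fold change of 1.63 after light, and 1.52 with dark replicate 3. The response was higher than in WT in 45 genes and lower in 48, with a median difference of -0.02 (-0.054 with dark replicate 3), or 0.02 without the genes not detected in a group, and the camera test gave a limma adjusted p = 0.746. By the interaction test, env-1 alone differed at an edgeR adjusted p of at most 0.05 over all genes, 2 genes did when adjusted over the list alone, and 11 had an unadjusted p under 0.05. Over all genes 2 genes passed with the replicate numbers as blocks. Across these genes, which are not independent replicates, the Spearman correlation of the responses of Δenv-1 and WT was 0.69. The levels themselves were higher in Δenv-1 than in WT by a median of 0.15 on the log2 scale in darkness (0.26 with dark replicate 3; camera, limma adjusted p = 0.00418) and 0.17 after light (camera, limma adjusted p = 0.000203).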

The expression level of these genes does not seem to depend on any other photoreceptor, so all functions played by them, including those of ENVOY, are modulated at the transcriptional level by BLR-1.

The Venn diagram analysis showed that 96% of the genes (94 genes) that are induced by blue light in the WT strain depend on BLR-1. 

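By the same rule, 80 of the 83 genes called induced in WT (96.4%) were not called in Δblr-1. The interaction test separated the responses of the strains in 52 of the 83, and 81 had a larger absolute log2 fold change in WT than in Δblr-1. The exceptions were genes 31436 and 301968. Without a fold change minimum 284 genes were induced in WT and not in Δblr-1, which moved the number most. The 3 genes induced in both strains were 31436, 291965 and 301968. The WT call of gene 31436 was lost without WT dark replicate 1 (edgeR adjusted p = 0.0959), 2 (0.116) or 3 (0.0582) or light replicate 1 (0.132). Gene 301968 dropped under the fold change minimum in WT without dark replicate 1 (0.94).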

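In WT env-1 had a log2 fold change of 5.85 (standard error 0.12, edgeR adjusted p = 1.36e-14) after light, or 57.8-fold. In Δblr-1 it was 0.37 (standard error 0.20, edgeR adjusted p = 0.718). The difference between the strains was -5.48 (standard error 0.28, edgeR adjusted p = 1.26e-09) by the interaction test.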

Interestingly, within these genes we found that *env*-1 was strongly induced (Id. 150699; FC: 57.95), despite the low light-dose used in our experiments. 

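cry-1 (Id. 86846) rose from 11.1 ± 1.71 to 39.5 ± 1.73 CPM (SD, n = 3 each) in WT, a log2 fold change of 1.84 (standard error 0.11, edgeR adjusted p = 6.72e-09) or 3.58-fold. In Δblr-1 it rose by 0.54 (edgeR adjusted p = 0.0405), from 12.2 ± 1.17 to 18.0 ± 0.345 CPM (SD, n = 3 each), and the interaction was -1.30 (edgeR adjusted p = 0.000128). phr-1 (Id. 302457) rose from 368 ± 14.3 to 925 ± 45.7 CPM (SD, n = 3 each), a log2 fold change of 1.32 (standard error 0.07, edgeR adjusted p = 2.78e-09) or 2.50-fold. In Δblr-1 it changed by -0.07 (edgeR adjusted p = 0.811), and the interaction was -1.40 (edgeR adjusted p = 2.22e-07). cry-DASH (Id. 285589) had between 1 and 6 counts in the WT dark libraries and 31, 14 and 70 counts in the light libraries. Its log2 fold change was 2.08 (standard error 0.48, edgeR adjusted p = 0.0127) or 4.24-fold. The call was lost without WT dark replicate 2 (edgeR adjusted p = 0.0531), without dark replicate 3 (0.0525) and without light replicate 3 (0.0650). In Δblr-1 cry-DASH changed by 0.69 (edgeR adjusted p = 0.752), and the interaction did not separate the strains, at -1.39 (standard error 0.81, edgeR adjusted p = 0.661).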

The expression of other genes encoding photoreceptor proteins were also in this group, including *cry*-1 (Id. 86846; FC: 3.58), *cry*-DASH (Id. 285589; FC: 4.23), and *phr*-1 (Id. 302457; FC: 2.5). 

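The orthologue of frequency (Id. 131340) rose from 61.1 ± 4.95 to 292 ± 14.8 CPM (SD, n = 3 each) in WT, a log2 fold change of 2.25 (standard error 0.07, edgeR adjusted p = 2.09e-12) or 4.76-fold. In Δblr-1 it changed by -0.20 (edgeR adjusted p = 0.301), and the interaction was -2.45 (edgeR adjusted p = 4.51e-10). tmk-3 (Id. 301235) rose from 211 ± 2.55 to 565 ± 5.85 CPM (SD, n = 3 each), a log2 fold change of 1.42 (standard error 0.05, edgeR adjusted p = 7.5e-12) or 2.67-fold, against -0.06 (edgeR adjusted p = 0.742) in Δblr-1, with an interaction of -1.48 (edgeR adjusted p = 1.26e-09).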

We also observed that the orthologue of frequency (Id. 131340), encoding the master circadian rhythm regulator is induced via BLR-1 (FC: 4.76) at the same time and dose as *tmk*-3 (Id. 301235; FC: 2.67). Thus, all known potential blue-light photoreceptor encoding genes and key elements in the regulation of the circadian rhythms are under the regulation of BLR-1 (Supplementary Table 7). Using the same approach, we found that 92% of genes (35 genes) that are repressed by blue light in the WT strain depend on Blr-1, within which there is a gene that codes for a carboxylic acid transport protein (Id. 29031), another for a terpenoid synthase (Id. 298910), and one for a polyketide synthase (Id. 45973), among other genes (Figure 2E and Supplementary Table 7). These results show that BLR-1 is the central photoreceptor within the light perception system in *T. atroviride*.

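Of the 31 genes called repressed in WT, 29 (93.5%) were not called in Δblr-1, and the interaction test separated the strains in 9 of the 31. Without WT dark replicate 2 the number of genes repressed in WT and not in Δblr-1 was 17. The carboxylic acid transport gene 29031 had between 5 and 13 counts in each WT library and a log2 fold change of -1.51 (standard error 0.56, edgeR adjusted p = 0.136), short of the threshold. In Δblr-1 it changed by -0.66 (edgeR adjusted p = 0.772), and the interaction was 0.85 (edgeR adjusted p = 0.88). The terpenoid synthase gene 298910 fell from 162 ± 24.7 to 79.4 ± 17.8 CPM (SD, n = 3 each) in WT, a log2 fold change of -1.05 (standard error 0.14, edgeR adjusted p = 0.000181). It dropped under the fold change minimum without WT dark replicate 2 (-0.92), light replicate 1 (-0.99) or light replicate 3 (-0.92). Its interaction with Δblr-1 was 1.31 (edgeR adjusted p = 0.00148). The polyketide synthase gene 45973 had between 11 and 30 counts in each WT library and a log2 fold change of -1.88 (standard error 0.46, edgeR adjusted p = 0.0186). This call was lost without WT dark replicate 1 (edgeR adjusted p = 0.0567), dark replicate 2 (0.0929), light replicate 1 (0.0565) or light replicate 3 (0.0964). The interaction did not separate Δblr-1 from WT for this gene, at 0.89 (edgeR adjusted p = 0.785).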

In the absence of the BLR-1, there are some genes that respond to blue light and that also respond in the Δ*env*-1 mutant. Among this set of genes we found induced genes encoding hypothetical proteins (Id. 31436, 291965, and 301968) and a gene encoding an alcohol oxidase that is repressed (Id. 81139). These genes could be regulated by another photoreceptor different from the ones analyzed here. Additionally, there are only two genes negatively regulated by blue light in the WT strain that were still responsive in the Δ*blr*-1 mutant, which encode a hypothetical protein and a STF2-like protein (Id. 301901). This confirms that the main photoreceptor is BLR-1 since this number of genes is insignificant, compared to the genes that are no longer responsive in the *blr*-1 mutant.

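Gene 291965, described as a hypothetical protein, rose by 1.23 (standard error 0.19, edgeR adjusted p = 0.00723) on the log2 scale in Δblr-1 and by 1.30 (edgeR adjusted p = 0.000264) in Δenv-1. Gene 301968, also a hypothetical protein, rose by 1.56 (standard error 0.22, edgeR adjusted p = 0.00364) and 1.45 (edgeR adjusted p = 0.000897). Both were also called in WT, at 1.49 (edgeR adjusted p = 3.47e-05) and 1.09 (edgeR adjusted p = 0.00243). Gene 31436, which the paper's tables describe as an ankyrin repeat protein, rose by 2.13 (standard error 0.38, edgeR adjusted p = 0.0158) in Δblr-1. In Δenv-1 it was short of the threshold, at 1.23 (edgeR adjusted p = 0.113), and passed with the replicate numbers as blocks, at 1.52 (edgeR adjusted p = 0.0215). Without Δblr-1 light replicate 2 none of these 3 genes was called in Δblr-1, with edgeR adjusted p of 0.0857, 0.0702 and 0.112 in the order given. The Δblr-1 call of gene 31436 was also lost without dark replicate 1 (edgeR adjusted p = 0.0764) or dark replicate 2 (0.125). The alcohol oxidase gene 81139 fell from 12.1 ± 4.07 CPM (SD, n = 2) to between 1.77 and 4.56 CPM (n = 3) in Δenv-1, a log2 fold change of -2.15 (standard error 0.48, edgeR adjusted p = 0.0137). Without Δenv-1 light replicate 2 or 3 this adjusted p was 0.0854 or 0.0765. In Δblr-1 the alcohol oxidase gene 81139 fell from 7.76 ± 0.909 to 2.34 ± 0.704 CPM (SD, n = 3 each), at -1.76 (standard error 0.51, edgeR adjusted p = 0.135), and with the replicate numbers as blocks at -1.72 (edgeR adjusted p = 0.036). The 3 genes called induced in both mutants were 291965, 301968 and 89388, and no gene was called repressed in both.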

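The genes called repressed in both WT and Δblr-1 were 2, the STF2-like gene 301901 and gene 139683, a hypothetical protein. The STF2-like gene changed by -1.20 (standard error 0.22, edgeR adjusted p = 0.00294) on the log2 scale in WT and by -1.09 (standard error 0.23, edgeR adjusted p = 0.0332) in Δblr-1. The call in Δblr-1 was lost when any 1 of its libraries other than light replicate 3 was left out, with the highest edgeR adjusted p, 0.251, without light replicate 2. Gene 139683 changed by -1.46 (standard error 0.35, edgeR adjusted p = 0.0168) in WT and -1.73 (standard error 0.37, edgeR adjusted p = 0.0371) in Δblr-1. The interaction did not separate the strains for either gene, with edgeR adjusted p of 1 and 0.981.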

### ENVOY Modulates the Expression of BLR-1 Dependent Genes

Given the modulatory role of ENVOY on growth and conidiation, we analyzed its influence on the expression of genes responsive to light in a BLR-1 dependent manner in the WT strain. 

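In WT and Δenv-1, 69 genes were called induced in both, and 44 of these (63.8%) had a larger log2 fold change in Δenv-1. The median difference between the responses was 0.14, and 0.078 with dark replicate 3. By the interaction test 1 of the 69 genes, env-1, differed at an adjusted p of at most 0.05, over all genes or adjusted over the list alone, and its response was smaller in Δenv-1. At an unadjusted p under 0.05 there were 7 genes, 3 of them with a larger response in Δenv-1. The camera test on the 69 genes gave a limma adjusted p = 0.034 for the difference in response, fry limma adjusted p = 0.0832, and camera with an estimated correlation limma adjusted p = 0.0448. These genes were chosen by their calls on these libraries. With dark replicate 3, 68 genes were shared and 43 had a larger response in Δenv-1, and the camera test no longer passed 0.05. It did not pass with the replicate numbers as blocks either (limma adjusted p = 0.0521, and limma adjusted p = 0.265 with an estimated correlation). After light the level was higher in Δenv-1 than in WT in 53 of the 69 genes, by a median log2 ratio of 0.19 (camera, limma adjusted p = 8.89e-09), and 25 of them passed an edgeR adjusted p of 0.05. In darkness it was higher in 43, by a median of 0.14 (camera, limma adjusted p = 0.00845).

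**Figure D4:**
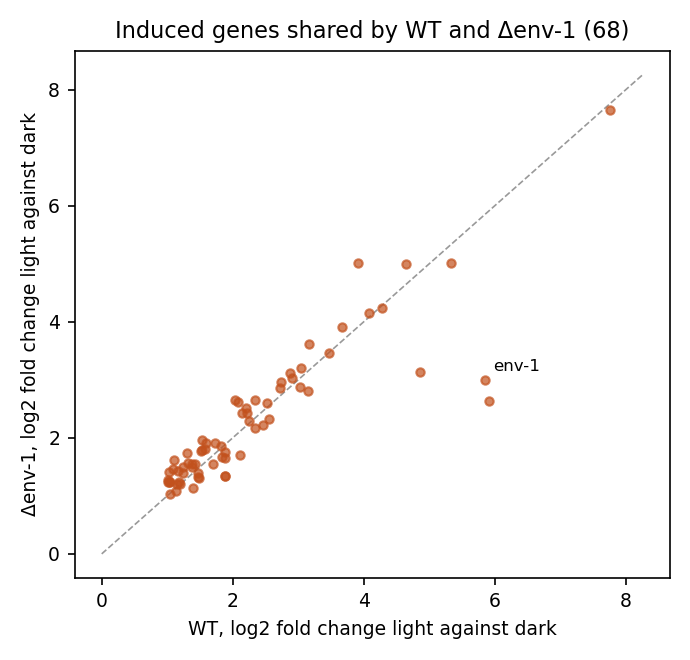
Log2 fold change after light in Δenv-1 (vertical axis) against WT (horizontal axis), each point being 1 of the shared induced genes with a standard error in both strains (68 of 69), with the dashed line where both are equal. Of the 69 genes, 44 have a larger response in Δenv-1.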

We determined that 70 positively regulated genes are shared between the WT and the Δ*env*-1 mutant, of which 64% (45 genes) present a higher level of expression in the Δ*env*-1 mutant than in the WT (Figure 2E and Supplementary Table 8). It is noteworthy that within this group of genes we found a gene that codes for a DNA excision repair protein (Id. 26345), another for the CPD-photolyase PHR-1 (Id. 302457), one for an RNA exonuclease (Id. 218054), another for the MAPK TMK3 (Id. 301235), a protein linking light and stress responses (Esquivel-Naranjo et al., 2016) and to the orthologue of the *N. crassa frq* gene (Id. 131340), which participates in the regulation of circadian rhythms (Cha et al., 2014). 

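The DNA excision repair gene 26345 rose by 2.88 (standard error 0.12, edgeR adjusted p = 5.42e-11) on the log2 scale in WT and by 3.12 (standard error 0.13, edgeR adjusted p = 3.6e-11) in Δenv-1. Its level after light was 64.7 ± 1.98 CPM in WT and 92.5 ± 4.41 CPM in Δenv-1 (SD, n = 3 each), which differed by 0.52 (edgeR adjusted p = 0.00269). The interaction did not separate the responses, with a difference of 0.25 (edgeR adjusted p = 1) for this gene. For the RNA exonuclease gene 218054 the responses were 1.16 in WT and 1.44 (edgeR adjusted p = 6.09e-07) in Δenv-1, with an interaction of 0.27 (edgeR adjusted p = 1). The response of frq in Δenv-1 was 2.29 (edgeR adjusted p = 1.03e-11), with an interaction of 0.04 (edgeR adjusted p = 1). After light frq was at 329 ± 2.82 CPM (SD, n = 3) in Δenv-1, and the log2 ratio to WT was 0.17 (edgeR adjusted p = 0.105).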

Interestingly, in the Δ*env*-1 mutant we found reads aligning to the 3’ untranslated region of *env*-1, which was not affected by the gene replacement event, indicating that ENVOY is not necessary for its own induction (Supplementary Figures 2, 6 and Supplementary Table 6). These results are consistent with the role of ENVOY in photoadaptation of the light responses regulated by BLR-1. 

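The table gives 1 count per transcript, so reads on the 3′ untranslated region cannot be told from other reads of the env-1 transcript. In Δenv-1 this transcript rose after light by 3.00 (standard error 0.09, edgeR adjusted p = 6.2e-13) on the log2 scale, or 8.01-fold, and by 2.90 (edgeR adjusted p = 1.21e-13) with dark replicate 3. Its level was above that of WT by 4.13 (standard error 0.14, edgeR adjusted p = 2.82e-11) in darkness and by 1.28 (standard error 0.07, edgeR adjusted p = 2.07e-08) after light. The log2 fold change was smaller in Δenv-1 than in WT, with an interaction of -2.85 (standard error 0.17, edgeR adjusted p = 1.47e-07).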

For the genes that are repressed and shared between the WT and Δ*env*-1, nine out of ten genes are less repressed in the Δ*env*-1 mutant than in the WT (Figure 2E and Supplementary Table 8). 

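Called repressed in both WT and Δenv-1 were 9 genes, of which 8 had a smaller decrease in Δenv-1, by a median difference of 0.36 over the 9 genes. The exception was gene 162247, a calpain family protease. No difference passed the interaction test, over all genes or adjusted over the list alone, and none of the 9 genes had an unadjusted p under 0.05. With dark replicate 3 the numbers were 8 and 7, and with the replicate numbers as blocks 11 and 7. Without Δenv-1 light replicate 2 these numbers were 6 and 2, without Δenv-1 light replicate 3 they were 6 and 5, and without WT dark replicate 2 they were 8 and 5. The level of the 9 genes was higher in Δenv-1 than in WT by a median log2 ratio of 0.26 in darkness and 0.67 after light.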

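The Sec62 gene 33428 had 77, 12 and 140 counts in the WT dark libraries and no count in any WT light library, which is at least 56.9-fold lower (edgeR adjusted p = 0.0418). This call was lost without 5 of the 6 WT libraries in turn, at adjusted p between 0.0528 and 0.118, and kept without WT dark replicate 2. In Δenv-1 the Sec62 gene 33428 had 75 and 0 counts in dark replicates 1 and 2, 6 in dark replicate 3 and none in light, and it was not called (edgeR adjusted p = 0.231). The FAD monooxygenase gene 36860 changed by -1.30 in WT and -1.17 in Δenv-1 on the log2 scale, with an interaction of 0.12 (edgeR adjusted p = 1). For the monocarboxylate transporter gene 153853 the changes were -2.21 and -2.02, with an interaction of 0.19 (edgeR adjusted p = 1). The gene 301399 (bld-2) changed by -1.31 in Δenv-1, with an interaction of 0.38 (edgeR adjusted p = 1). The transcriptional regulatory gene 87055 changed by -1.79 in WT and -1.05 in Δenv-1, and its interaction was 0.74 (edgeR adjusted p = 1). In Δenv-1 its call was lost without light replicate 2 (edgeR adjusted p = 0.0568) or light replicate 3 (0.102), and with the replicate numbers as blocks the change was under the fold change minimum, at -0.91 (edgeR adjusted p = 0.00763). This gene was higher in Δenv-1 than in WT already in darkness, by 1.10 (edgeR adjusted p = 0.0333).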

Within these nine genes, we identified a gene encoding a translocation protein Sec62 (Id. 33428), another a FAD monooxygenase (Id. 36860), one for an MFS monocarboxylate transporter (Id. 153853), another for a short-chain dehydrogenase reductase *sdr* (Id. 301399) and a gene coding for a fungal transcriptional regulatory protein (Id. 87055), among others.

### ENVOY and CRY*-*1 Are Involved in the Regulation of Carbon and Nitrogen Metabolism in Response to Light

To determine which biological processes are affected in *T. atroviride* in the response to blue light, we performed an enrichment analysis of functional categories based on our transcriptomic data. This analysis showed that blue light affects many processes related to primary carbon and nitrogen metabolism (Figures 3A,B). In this regard, the expression of genes involved in single-organism biosynthetic processes and small molecule metabolic processes were affected by light, in all strains analyzed. However, in the Δ*env*-1 mutant they were significantly depleted. Similarly, we observed that the expression of genes that participate in biosynthetic processes of organic acids and amino acids was affected by exposure to blue light; this effect was more pronounced in the Δ*env*-1 mutant. Interestingly, we observed that the same genes that are enriched in Δ*env*-1 are also enriched in the Δ*cry*-1 mutant. It was particularly interesting to see that in the absence of either ENVOY or CRY-1, there is an enrichment in the response to light of polysaccharide metabolism processes and a depletion of organic acid and amino acid metabolic processes (Figures 3A,B). This suggests that these two genes, in addition to being important for DNA metabolism, play a role in controlling the metabolic state of the cell. Furthermore, it indicates that to respond to stress by activating DNA metabolism and response to stimuli, a modification of the central metabolism of cells is necessary and this change appears to be mediated by the ENVOY and CRY-1 photoreceptors.

**FIGURE 3:**
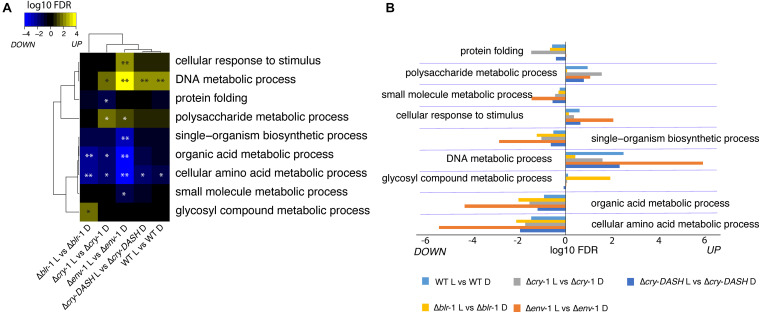
Enrichment analysis biological processes in response to blue light in the WT strain and the photoreceptors mutants. **(A,B)** Significantly enriched Gene Ontology (GO) terms related to DNA, carbon and nitrogen metabolism in response to blue light in the indicated strain (^∗^FDR < 0.05; ^∗^FDR < 0.01). Each block **(A)** and horizontal bar **(B)** contains the up and down regulated functional categories.

### ENVOY Is Determinant for the Efficient Use of Carbon Sources During the Response to Light

Considering the observations made in the analysis of functional categories, we decided to evaluate the effect that different carbon sources, in combination with continuous illumination, have on the growth of the WT strain and the Δ*env*-1 mutant. We observed that both strains utilize differently the carbon sources tested, which results in poor growth in some carbon sources, compared to their growth in PDA medium (Figures 4A-C). A greater decrease in growth was observed in glycerol, although both strains had a very similar growth deficit. A similar effect was observed when using sorbose as sole carbon source. However, in this case, the Δ*env*-1 mutant grew significantly less than the WT strain (*t*-test; *P* < 0.001). Glucose and fructose had a similar effect on the growth of the fungus, the effect was greater when glucose was the only carbon source, with a stronger impact of light on the growth capacity of the Δ*env*-1 mutant in both carbon sources. Finally, we observed a slight defect in the growth of both strains when lactose was the sole carbon source, compared to PDA medium (Figures 4A,C). These results demonstrate that the Δ*env*-1 mutant strain decreases its efficiency in the utilization of various carbon sources when exposed to light, which is consistent with the depletion in the expression of genes involved in carbon metabolic processes. However, it was interesting to observe a hyperconidiating phenotype in the Δ*env*-1 mutant, producing practically more than twice as many conidia as compared to the WT strain in media supplemented with lactose, fructose, and even sorbose. Although the production of conidia was almost negligible in sorbose. When the Δ*env*-1 mutant grew on fructose as sole carbon source, the increase in conidia production was 11-fold, compared to the WT strain. Curiously, in the medium with glucose, we observed the opposite effect, since the mutant strain produced approximately half the conidia produced by the WT strain (Figure 4B). Based on these results, we propose that ENVOY is a link between nutrient and light signaling.

**FIGURE 4:**
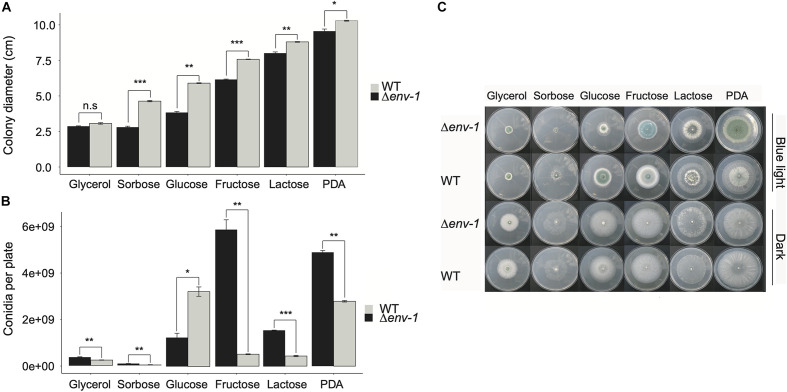
Development and growth of the WT and Δ*env*-1 mutant on different carbon sources. **(A)** Variation in the growth of the WT strain and the Δ*env*-1 mutant in media with different carbon sources. **(B)** Variation in the conidiation of the WT strain and the Δ*env*-1 mutant in media with different carbon sources. **(C)** Growth phenotype of the WT strain and the Δ*env*-1 mutant grown on different carbon sources and under constant light and darkness. A *t*-test was used to determine the significant differences between each pair of strains for each carbon source, indicated by asterisks according to the significance (*P* > 0.05; no significant difference; n.s., *P < 0.05, **P < 0.01, ***P < 0.001; *n* = 9).

**FIGURE 5:**
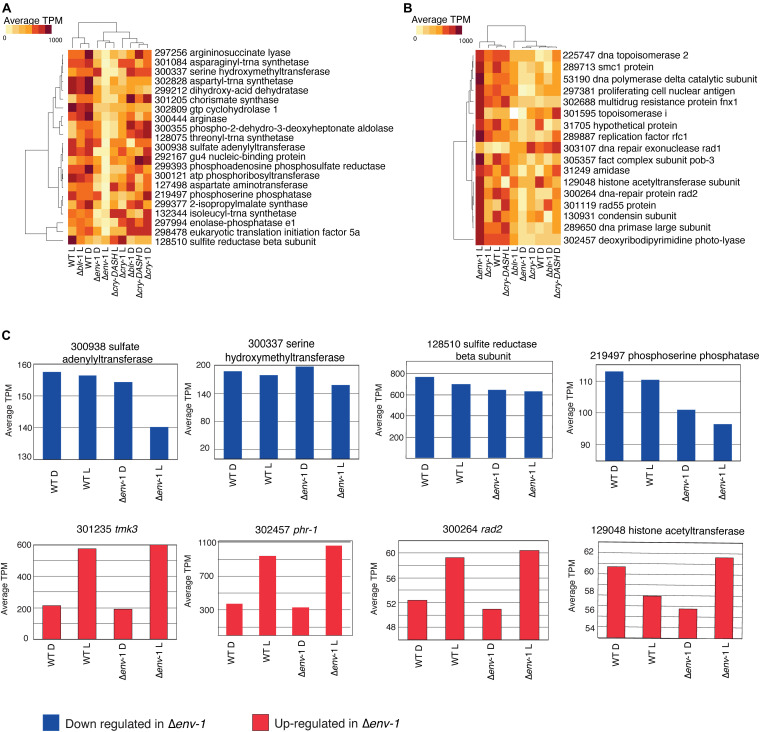
Expression of genes related to amino acid metabolism and DNA repair are affected by the ENVOY mutation. **(A)** Expression profile of the genes contained in the category of cellular amino acid metabolic process, which have a repressive behavior in Δ*env-*1 in response to light. **(B)** Expression profile of the genes contained in the category of DNA metabolic process, which have an induction behavior in Δ*env*-1 in response to light. **(A,B)** Colors indicate the average counts per million. **(C)** Bar graphs of the average counts per million of genes repressed and induced in response to light in the WT strain, which show a drastic change in the Δ*env*-1. Blue bars represent down-regulated genes and red bars up-regulated genes.

### CRY*-*1 and CRY-DASH Contribute to the Photoconidiation Response but Are BLR-1 Dependent

Our transcriptomic data showed that *phr*-1, *cry*-1 and *cry-DASH* are induced by blue light in a BLR dependent manner. Thus, we analyzed the role of CRY-1 and CRY-DASH in the physiological responses of *T. atroviride*. One of the main responses to light of *T. atroviride* is the production of conidia after exposure to a light pulse. In this sense, our results showed a contribution of the Cry-1 and Cry-DASH in this photoresponse, since mutants in either gene produced less conidia than the WT strain (Figure 1D). In addition, we evaluated the effect of blue light on mycelial growth in the Δ*cry*-1 and Δ*cry-DASH* mutants. However, we did not observe significant differences in growth compared to the WT strain, which suggests that these photoreceptors do not intervene in the light dependent control of nutrient utilization and growth control (Figure 1B).

Additionally, we decided to evaluate whether CRY-1 and CRY-DASH play a relevant role in the light dependent regulation of gene expression in *T. atroviride*. Using Venn diagrams, we identified genes regulated by these photoreceptors, finding 26 up-regulated genes that are CRY-1 dependent. Within this set of genes, we found one that encodes a cytochrome p450 (Id. 129185), another for an autophagy protein (Id. 40111), one for a phospholipase D (Id. 34379) and one for C2H2-type Zinc finger protein (Id. 87968). Additionally, we found 20 CRY-1 dependent down-regulated genes, among which is a gene that codes for a carboxylic acid transport protein (Id. 29031), one for a glycoside hydrolase family member (Id. 31864), another for an aromatic amino acid aminotransferase (Id. 45548) and a gene encoding a polyketide synthase (Id. 45973), among other genes (Supplementary Figure 7 and Supplementary Table 9). On the other hand, we found 27 CRY-DASH dependent up-regulated genes, within which there is a gene that codes for a fungal transcriptional regulatory protein (Id. 41299), and one for a DCR-like BAHD acyltransferase (Id. 94131), among others. Also, 29 down-regulated genes were CRY-DASH dependent (Supplementary Figure 7). In this group of genes, we found a gene that encodes a major facilitator superfamily transporter (Id. 45374), another an integral membrane protein (Id. 85568), and a gene coding for a lipase 3 precursor (Id. 317495), among others (Supplementary Table 10). Importantly, some genes down-regulated in both mutants are related to carbon and nitrogen metabolism, which suggests that these photoreceptors play an important role in this process. Interestingly, we found 24 up-regulated and 20 down-regulated genes regulated by both photoreceptors (Supplementary Figure 7).

### Genes Involved in the Metabolism of Sulfur-Containing Amino Acids Are Regulated by ENVOY

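Fig. 5A names 21 genes of amino acid metabolism. In Δenv-1 all 21 were lower after light, by a median of -0.22 on the log2 scale, and by -0.18 with dark replicate 3. In WT 16 were lower, with a median of -0.07, and in Δblr-1 13, with a median of -0.08. By edgeR's quasi-likelihood test, 4 genes changed in Δenv-1 at an adjusted p of at most 0.05 over all genes (5 with the replicate numbers as blocks), and 12 when adjusted over the list alone. The camera test gave a limma adjusted p = 5.57e-10 in Δenv-1, limma adjusted p = 0.0109 in WT and limma adjusted p = 0.0405 in Δblr-1. With an estimated correlation these were 0.000127, 0.0878 and 0.0756, so that the WT and Δblr-1 calls were lost in that test. Fry kept both (limma adjusted p = 0.00522 and 0.0257). With the replicate numbers as blocks fry kept that of WT (limma adjusted p = 0.0468) and lost that of Δblr-1 (limma adjusted p = 0.0561). The response was lower in Δenv-1 than in WT in 20 of the 21 genes, by a median of -0.13 (camera, limma adjusted p = 2.72e-07), and by -0.10 with dark replicate 3. This call held under fry (limma adjusted p = 0.00269) and with an estimated correlation (limma adjusted p = 0.00486). No single gene differed over all genes in the interaction test, 1 did when adjusted over the list alone, and 4 had an unadjusted p under 0.05. The study chose the genes on these libraries, so these lists are not independent evidence. The serine hydroxymethyltransferase gene 300337 changed by -0.41 (standard error 0.06, edgeR adjusted p = 0.000738) in Δenv-1, the others called being those of chorismate synthase, phospho-2-dehydro-3-deoxyheptonate aldolase and phosphoadenosine phosphosulfate reductase. The sulfate adenylyltransferase gene 300938 changed by -0.23 (edgeR adjusted p = 0.0962), or -0.24 (edgeR adjusted p = 0.028) with dark replicate 3. The phosphoserine phosphatase gene 219497 changed by -0.16 (edgeR adjusted p = 0.346), and the sulfite reductase gene 128510 by -0.26 (edgeR adjusted p = 0.0836). After light the mean CPM in Δenv-1 was the lowest of the 3 strains in 21 of 21 genes, and the Δenv-1 and WT libraries did not overlap in 16, all lower in Δenv-1, where chance gives 10%. In darkness the Δenv-1 mean was already the lowest in 11 of the 21. Every Δenv-1 dark library lay below every WT one in 8 genes and above in 2. There 15 genes were lower than in WT, by a median of -0.06 over the list. Camera gave a limma adjusted p = 0.054 for this (0.0358 with blocks, 0.15 with an estimated correlation), and fry limma adjusted p = 0.0114.

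**Figure D5:**
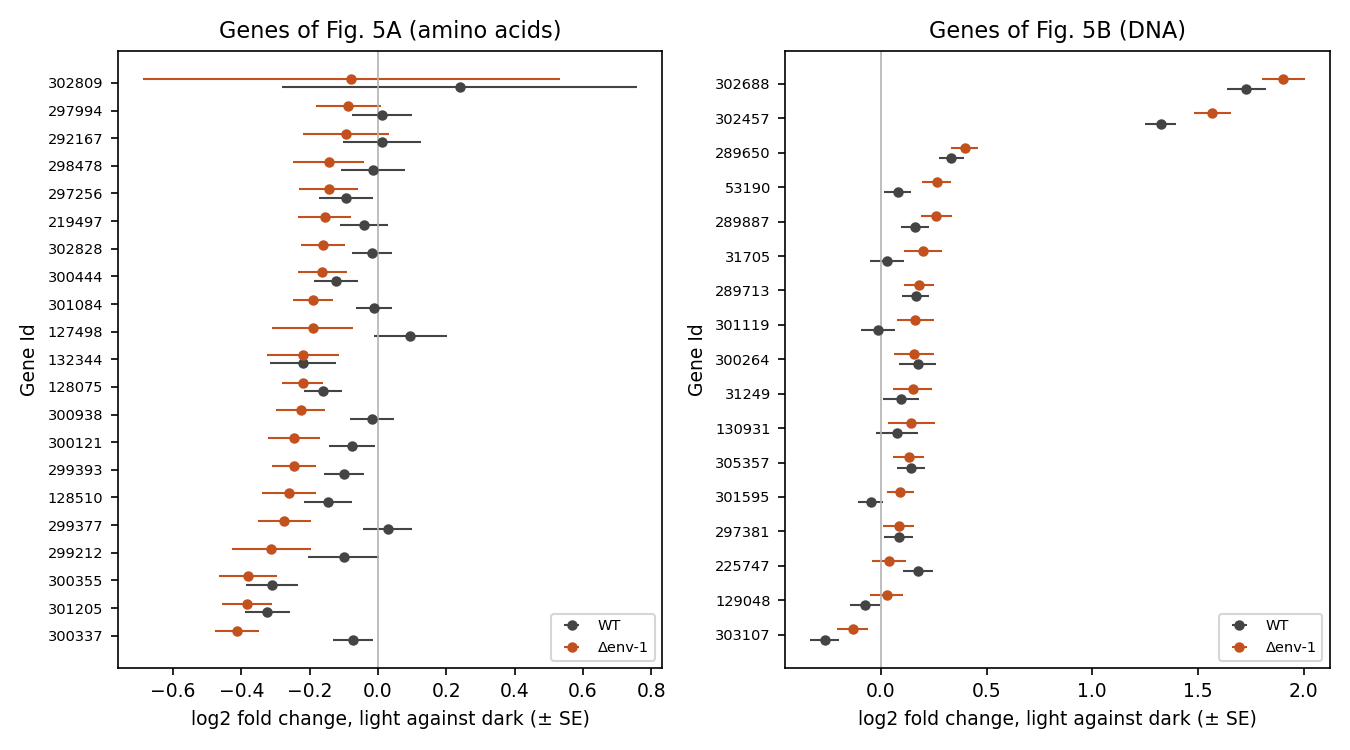
Log2 fold change after light, with its standard error, in WT and Δenv-1 for the 21 genes of amino acid metabolism and the 17 genes of DNA metabolism named in Fig. 5. In Δenv-1 all 21 genes of the first list are below 0 and 16 of the 17 of the second are above it.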

The expression of some genes related to amino acid biosynthesis decreased in response to blue light in the Δ*env*-1 mutant with respect to the rest of the strains (Figures 5A,B), such as a gene that encodes for a sulfate adenylyl transferase (Id. 300938), another for a serine hydroxymethyltransferase (Id. 300337), another for a phosphoserine phosphatase (Id. 219497) and yet another for a sulfite reductase beta subunit (Id. 128510), as well as genes that encode enzymes important in the biosynthesis of adenylyl sulfate and sulfur amino acids, which is congruent with the depletion in categories related to nitrogen metabolic processes (Figure 5C). In general, many processes related to metabolism of sulfur-containing amino acids were more depleted in response to light in the Δ*env-*1 mutant than in all other strains tested (Supplementary Table 5). This metabolic arrest may explain in part the defect in the growth of the Δ*env*-1 mutant in response to light.

On the other hand, the genes contained in the DNA metabolism category seem to increase their expression consistently in the Δ*env*-1 mutant (Figure 5B), strongly suggesting that the said mutant may have the genetic material repair system in a more active state.

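Fig. 5B names 17 genes of DNA metabolism. In Δenv-1 16 of them were higher after light, by a median of 0.16 on the log2 scale (camera, limma adjusted p = 3.91e-08), and in WT 13, by a median of 0.09 (camera, limma adjusted p = 0.000203). The gene that fell in Δenv-1 was that of RAD-1 (Id. 303107), at -0.13 (edgeR adjusted p = 0.412). By edgeR's quasi-likelihood test 5 genes rose in Δenv-1 at an adjusted p of at most 0.05, over all genes and also when adjusted over the list alone. These were phr-1, the fnx1 gene (a multidrug resistance protein in the paper's tables), the DNA polymerase delta gene 53190, the rfc1 gene and the DNA primase gene. With the replicate numbers as blocks 4 of them passed, and gene 53190 did not (edgeR adjusted p = 0.0598). The response was higher in Δenv-1 than in WT in 14 of the 17 genes, by a median of 0.10 (camera, limma adjusted p = 0.00386), and by 0.08 with dark replicate 3. This held under fry (limma adjusted p = 0.0161) and with an estimated correlation (limma adjusted p = 0.0326). With the replicate numbers as blocks the test with an estimated correlation did not pass (limma adjusted p = 0.0962). No gene passed the interaction test, over all genes or over the list alone, and phr-1 alone had an unadjusted p under 0.05. This list too was chosen by the study on these libraries.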

### ENVOY Negatively Regulates DNA Repair

As described above, in the Δ*env*-1 mutant we observed a drastic enrichment of DNA repair processes (Figure 3). In this regard, Esquivel-Naranjo et al. (2016) observed that both *pbs*-2 and *tmk*-3 play an important role in photo-repair. 

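tmk-3 rose after light by 1.56 (edgeR adjusted p = 1.91e-11) on the log2 scale in Δenv-1, and the difference from its WT response was 0.14 (edgeR adjusted p = 1). phr-1 rose by 1.57 (standard error 0.09, edgeR adjusted p = 1.94e-09) in Δenv-1, with a difference of 0.25 (edgeR adjusted p = 1). cry-1 rose by 1.67 (edgeR adjusted p = 5.47e-08), with a difference of -0.17 (edgeR adjusted p = 1). None of these differences passed the interaction test. Outside env-1, the test called gene 245230, the DNA repair protein of the paper's tables, which was chosen after its values were seen. It went from 74.7 ± 5.71 to 98.0 ± 5.43 CPM in WT (SD, n = 3 each), and from 75.8 ± 2.54 CPM (SD, n = 2) to 168 ± 7.78 CPM (SD, n = 3) in Δenv-1. Its log2 fold change was 0.39 (edgeR adjusted p = 0.00138) in WT and 1.14 (edgeR adjusted p = 1.78e-08) in Δenv-1, with an interaction of 0.75 (standard error 0.10, edgeR adjusted p = 0.00542).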

Along with *tmk*-3, *phr*-1, and *cry*-1, other genes categorized within DNA metabolic processes appeared to be more responsive to light in the *env*-1 mutant. Thus, seventeen genes categorized as involved in DNA metabolic processes were selected and their expression visualized as CPM (Figure 5B). 

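After light the mean of each of these 17 genes was higher in Δenv-1 than in WT and than in Δblr-1. With each light library left out in turn, between 13 and 16 of the 17 were higher than in WT. The lowest number, 13, came without WT light replicate 3 and without Δenv-1 light replicate 2. The log2 ratio to WT had a median of 0.10 over the genes (camera, limma adjusted p = 0.00994, fry limma adjusted p = 0.000322, and limma adjusted p = 0.0492 with an estimated correlation). In 7 genes, all higher in Δenv-1, the Δenv-1 and WT libraries did not overlap, where chance gives 10%. By edgeR's quasi-likelihood test 1 gene passed an adjusted p of 0.05, over all genes and over the list alone, and 4 had an unadjusted p under 0.05. Over all genes 2 genes passed with the replicate numbers as blocks. The gene called without blocks was the fnx1 gene, at 229 ± 26.5 CPM in WT and 332 ± 18.8 CPM in Δenv-1 (SD, n = 3 each), a log2 ratio of 0.54 (standard error 0.08, edgeR adjusted p = 0.00129). The paper's tables describe fnx1 as a multidrug resistance protein, so this call is not that of a named DNA repair gene. The Δcry-1 and Δcry-DASH strains were not analysed here.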

Interestingly, all 17 genes showed a higher expression level in the Δ*env-*1 mutant than in the WT strain and the other mutants. Within this group of genes, some code for DNA repair and DNA replication checkpoint proteins during the cell cycle such as those encoding the Rad-type proteins: RAD-1 (Id. 303107), RAD-2 (Id. 300264) and RAD-55 (Id. 301119) (Murakami and Okayama, 1997), one encodes the photolyase PHR-1, involved in the repair of pyrimidine cyclobutane dimers (CPDs) (Berrocal-Tito et al., 2007), one more a DNA polymerase (Id. 53190), one a histone acetyltransferase type B subunit 2 (Id. 129048), involved in the acetylation of newly synthesized histones during chromatin assembly processes (Parthun, 2007), and two topoisomerases (Id. 225747 and 301595). These results indicate a repressive role of the genetic material repair processes by ENVOY. 

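After light the gene of RAD-1 (Id. 303107) was at 75.9 ± 2.70 CPM in WT and 81.4 ± 6.40 CPM in Δenv-1 (SD, n = 3 each), a log2 ratio of 0.10 (edgeR adjusted p = 0.349). For RAD-2 (Id. 300264) the ratio was 0.02 (edgeR adjusted p = 0.932) and for RAD-55 (Id. 301119) 0.19 (edgeR adjusted p = 0.136). phr-1 was at 1032 ± 49.4 CPM (SD, n = 3) in Δenv-1 light, a ratio of 0.16 (edgeR adjusted p = 0.167). With the replicate numbers as blocks shared by all strains the ratio was 0.16 (edgeR adjusted p = 0.0485). The ratio was 0.13 (edgeR adjusted p = 0.191) for the DNA polymerase delta gene 53190 and 0.08 (edgeR adjusted p = 0.519) for the histone acetyltransferase type B subunit 2 gene 129048. For the topoisomerase genes 225747 and 301595 it was 0.01 (edgeR adjusted p = 0.96) and 0.10 (edgeR adjusted p = 0.281). None of these genes passed the threshold on its own without blocks.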

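In darkness 9 of the 17 genes were higher in Δenv-1 than in WT, with a median log2 ratio of 0.01 (camera, limma adjusted p = 0.674), and -0.01 with dark replicate 3. Δenv-1 had the highest mean of the 3 strains in 5 of the 17. No gene passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test (1 with the replicate numbers as blocks), and 1 passed over the list alone and had an unadjusted p under 0.05, the fnx1 gene, at 0.37 (standard error 0.10, edgeR adjusted p = 0.0643).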

We did not observe this expression pattern when the Δ*env*-1 mutant was grown in the dark (Figure 5B), which shows that this behavior is blue light dependent.

### The Δ*env*-1 Mutant Repairs DNA More Efficiently

Because the transcriptomic analysis strongly suggested that the Δ*env*-1 mutant could have a higher DNA repair capacity, given that genes encoding proteins involved in photorepair systems were overstimulated, we decided to carry out photoreactivation assays. In the WT strain survival upon photoreactivation was 55% and only 11% in darkness. In the Δ*cry*-1 mutant, survival upon photoreactivation was reduced to 32%, and had a survival of 9% in darkness (Figures 6A,B). These results agree with previous reports for *T. atroviride* and *T. reesei* mutants in *cry*-1, which possess 6-4 photolyase activity (Guzmán-Moreno et al., 2014; García-Esquivel et al., 2016). Interestingly, in our photoreactivation experiments, we observed 82% survival when the Δ*env*-1 mutant was exposed to visible light after being subjected to UV irradiation (photoreactivation) and only 19% survival when not exposed to visible light. This contrasts with the 55% survival observed for the WT strain upon photoreactivation, which implies that the transcriptional response is reflected in a functional phenotype of higher tolerance to UV-light. When we increased the dose of ultraviolet light to 400 J⋅m^–2^, the survival rate after photoreactivation decreased dramatically in all strains, but the difference between the Δ*env*-1 mutant and the other strains was even more evident than at 350 J⋅m^–2^ (Figure 6C). It is worth mentioning that even when not exposed to white light after the UV treatment the Δ*env*-1 mutant showed higher tolerance to UV irradiation (Figure 6A). This might be the result of the induction of *phr*-1 and *rad*-2 as a result of the exposure to the light source used for the UV treatment that chiefly emits 254nm light but may also emit in the UV-B range, which has been shown to slightly induce conidiation (Kumagai and Oda, 1969). Thus, ENVOY functions as a repressor of DNA repair by controlling the level of expression of the genes involved in this process (Figure 6 and Supplementary Figure 8).

**FIGURE 6:**
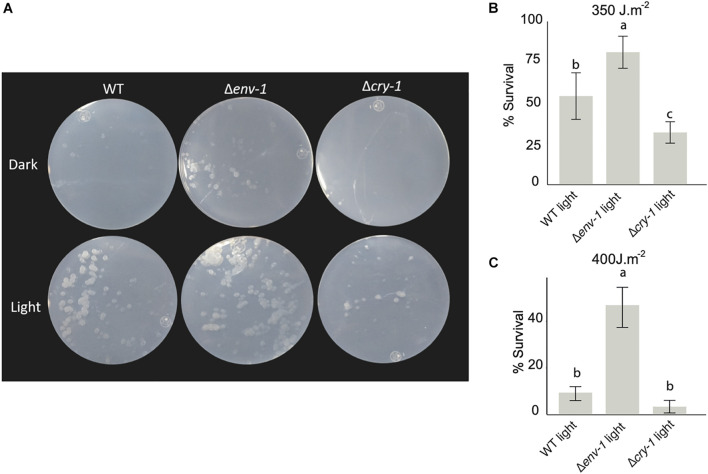
*env*-1 mutation has a positive effect on photoreactivation. **(A)** Colonies of the WT strain and the Δ*cry*-1 and Δ*env*-1 mutants incubated for 48 hours in constant light and dark conditions after being irradiated with 350 J⋅m^–2^ or 400 J⋅m^–2^ UV-C light. **(B,C)** Survival of the colonies of the photoreactivated strains at 350 J⋅m^–2^ **(B)** or 400 J⋅m^–2^ **(C)**. Colonies were counted after incubation in light and the results were represented as percent survival for each condition relative to the control not irradiated with UV-C light. One-way ANOVA (Tukey’s Post Hoc Test with 95% confidence interval) was used for each condition. Bars show means ± SD. The letters above each bar indicate statistically significant differences (*P* < 0.05; *n* = 9).

## Discussion

In the filamentous fungi, *N. crassa* and *T. reesei*, the function of the *vivid/env*-1 gene in their photoresponses has been studied. Although the dependence of the WCC system and the participation as photoreceptors of VIVID/ENVOY in these systems is evident, until now it is unclear why they appear to exert different functional roles, since expression of *env*-1 in a *N. crassa vivid* mutant does not restore the WT phenotype. Here, we characterized at the morphological and transcriptional level mutants in the main blue light photoreceptors identified in the *T. atroviride* genome, with special attention to the orthologue of *vivid/env-*1 (see Supplementary Figure 1). This allowed us to find genes regulated by each of the photoreceptors and to determine that in *T. atroviride* ENVOY effectively depends on the activity of BLR-1 and that like VIVID in *Neurospora*, plays critical a role as a negative regulator of the response to light. Furthermore, we found that ENVOY regulates growth, central metabolism, conidiation, and DNA repair in *T. atroviride* (see model in Figure 7). An interesting observation during the development of this work was that deletion of *env*-1 results in the exacerbated production of conidia when grown under continuous illumination. Even at high light doses, the Δ*env*-1 mutant does not reach a plateau in conidia production, which is reached in the WT strain at 600 μmol⋅m^–2^. This observation indicates that *env*-1 is essential to determine the amount of light required to saturate the response to light. On the other hand, the Δ*env*-1 mutant shows a drastic growth defect when facing constant light, like that reported in *T. reesei* for a mutant in the orthologous gene (Schmoll et al., 2005; Castellanos et al., 2010). Given all the above, our first conclusion is that ENVOY modulates the balance between growth and conidiation in *T. atroviride* (Figure 7).

**FIGURE 7:**
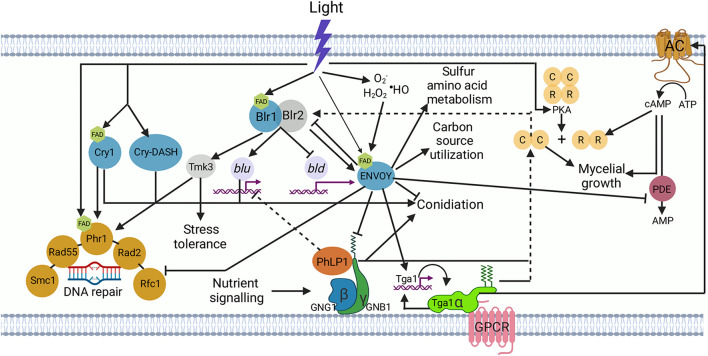
*Trichoderma atroviride* light signal perception and transduction. The BLR-1 and BLR-2 proteins sense blue light through the chromophore attached to the BLR-1 protein, a flavin adenine dinucleotide molecule (FAD; pentagon; Casas-Flores et al., 2004). The activated BLR complex binds to the promoters of target genes, leading to the activation of blue light up-regulated (*blu*) or repression of blue light down-regulated (*bld*) genes. The increase in the proteins encoded by the *blu* genes leads to stress tolerance, DNA repair, conidiation, and the synthesis of proteins of secondary photoreceptors, including CRY1, CRY-DASH, and ENVOY. Once ENVOY perceives light, presumably through FAD (Schmoll et al., 2005), it modulates *blu* and *bld* gene expression by putatively inactivating the BLR complex, resulting in the activation of carbon source utilization and sulfur metabolism genes, promotion of mycelial growth, and repression of DNA repair genes and conidiation. Besides its activation by light ENVOY perceives reactive oxygen species (H_2_O_2_, O_2_•^–^ and •HO) provoked by the interaction of light with biological molecules such as flavins and porphyrins, or by nutrient deprivation (Lokhandwala et al., 2015). Light stimulates protein kinase A (PKA) activity (Casas-Flores et al., 2006). ENVOY represses the activity of the phosphodiesterase (PDE); an enzyme that degrades cAMP accumulated owing to the activation of TGA1, which activates adenylyl cyclase (AC), allowing the synthesis of cAMP (cyclic adenosine monophosphate). Accumulation of cAMP leads to the release of the catalytic subunit (C) of protein kinase A (PKA) due to binding of cAMP to the regulatory subunit (R), to positively regulate conidiation and mycelial growth. PKA could also positively regulate the BLR complex (dashed lines from PKA to BLR complex). The accumulation of cAMP has a positive effect on mycelial growth. ENVOY negatively regulates the putative interaction of the phosducin-like (PhPL chaperone) product with the GNB1/GNG1 heterodimer to dissociate the active complex that positively regulates conidiation (Tisch et al., 2014). Nutrient signaling has a positive effect on the PhPL/GNB1/GNG1 complex (Tisch et al., 2014). The PhPL/GNB1/GNG1 complex exerts a negative regulation on *blu* genes. In the inactive state, the three G-protein subunits (α, β, γ) are present in a complex, in association with G-protein-coupled receptors (GPCRs). Ligand binding to the GPCR leads to dissociation of the Gα subunit from the Gβγ dimer. Solid arrows represent positive regulation, whereas dotted arrows show a presumably positive regulation. Lines with a bar at the end indicate negative regulation.

In this context, a first experiment to characterize the expression profile of two marker genes of the response to light by Northern blot, showed an exacerbated response in the Δ*env*-1 mutant to both induction and repression of *blu*-1 and *bld*-2, respectively. Furthermore, in a transcriptomic analysis, we found that in the absence of *env*-1, important alterations occur in the blue-light dependent regulation of carbon and amino acid metabolism. Differential expression analysis showed that ENVOY plays an important role in the adjustment of central metabolism in response to light, which is consistent with the growth-deficiency phenotype exhibited by this mutant. Our results show the influence of light receptors on carbon and amino acid metabolism, which is consistent with the findings in *T. reesei* and *N. crassa* (Figure 7; Schmoll et al., 2012; Tisch and Schmoll, 2013). Although in those cases the studies were carried out in liquid medium in shake flasks with cellulose as sole carbon source, and the transcriptomic analysis were carried out after 28 to 72 h of continuous exposure to light, which may have resulted in a strong bias towards the detection of indirect gene targets. Importantly, we observed that *frq*, the orthologue of the *N. crassa* gene encoding Frequency, the master oscillator of the circadian clock, is up-regulated in response to light in a BLR-1 dependent manner, suggesting that as expected light entrainment of the clock in *T. atroviride* depends on the BLR-complex (Cha et al., 2014).

The results described above led us to reason that in *T. atroviride* there is a strong link between ENVOY-dependent early gene regulation and central metabolism. Indeed, when analyzing the growth patterns in different carbon sources in light and dark of the WT strain and the Δ*env*-1 mutant, it was evident that *T. atroviride* utilizes carbon sources differently depending on the light conditions. Furthermore, growth of the *env*-1 mutant was more severely affected when exposed to light, suggesting that ENVOY is a modulator of nutrient signaling during the response to blue light, perhaps modifying the overall metabolic state of cells in the presence and absence of light (Figure 7). In this regard, in *T. reesei*, an interaction between light and nutrient signaling regulated in part by ENVOY has been demonstrated (Schuster et al., 2007; Tisch and Schmoll, 2013; Tisch et al., 2014). These observations show that there are certain mechanisms regulated in the same way in these two *Trichoderma* species despite the contrasting conidiation phenotype observed.

Furthermore, in the transcriptome we found a strong reduction in the number of transcripts responsive to blue light in the Δ*blr*-1 mutant, which shows that it is the main photoreceptor within the blue light perception system in *T. atroviride*. It was recently described in *Fusarium fujikuroi* that a drastic decrease occurs in the mRNA levels of carotenoid genes, as well as morphological and metabolic changes in a mutant of the *wco*A gene, encoding a White-Collar 1 orthologue (Pardo-Medina et al., 2021). This result is quite interesting since this analysis was carried out early (15, 60, and 240 min) upon exposure to constant light of the WT and the wcoA strains and their results coincide with ours at 30 min, even though these two species of fungi are phylogenetically distant.

Our transcriptomics results also showed that *cry*-1 and *cry-DASH* are induced by blue light and are regulated in a BLR-1 dependent manner. Furthermore, we showed that the photoreceptors encoded by these genes do not contribute to the control of mycelial growth. The results of the differential expression analysis showed that there are no major transcriptional changes in the expression profile of the Δ*cry*-1 and Δ*cry-DASH* mutants as compared to the WT in response to light, indicating that there is no significant contribution of CRY-1 and CRY-DASH to the perception of blue light, not at least in the early response to low light intensity (30 min, 200 μmol⋅m^–2^). We found that all genes that are regulated in a CRY-1 and/or Cry-DASH dependent manner are also under the regulation of the BLR-1 photoreceptor, thus, playing a role as secondary elements of the response.

CRY-1, a (6-4)-photolyase, is necessary for photoreactivation in *T. atroviride* and its light induced expression depends on BLR-1 (García-Esquivel et al., 2016). In this sense, our results corroborated the participation of CRY-1 in photoreactivation. The participation of the BLR-1 protein in the regulation of *cry*-1 has also been reported in *T. reesei*, as well as its role in photoreactivation (Guzmán-Moreno et al., 2014). Similarly, in *Ustilago maydis* the Wco1 protein contributes to UV-light tolerance through the regulation of the expression of CPD and 6-4 photolyases (Brych et al., 2016). Likewise, in the entomopathogenic fungus *Metarhizium robertsii*, it has been shown that White-Collar proteins interact to form a light-sensitive transcription factor that regulates the expression of photolyases, necessary to repair damage caused by UV light. The White-Collar proteins are known to even physically interact with photolyases (Peng et al., 2021). These results suggest a conserved role of the White-Collar proteins in the transcriptional regulation of genes that encode proteins with photolyase activity in different fungal lineages.

Our functional category enrichment results clearly showed that ENVOY is a repressor of DNA metabolic processes that are activated by the BLR-1 protein in response to blue light. Interestingly, we found that in the absence of ENVOY there is an evident increase in the levels of the transcripts derived from these genes. In this regard, it has been shown that RAD1 forms a complex with RAD10 in *S. cerevisiae* with the endonuclease activity necessary for nucleotide excision repair (NER), while RAD4 forms a stable complex with RAD23 that specifically binds to UV-light-irradiated DNA (Bailly et al., 1992; Jansen et al., 1998; Boiteux and Jinks-Robertson, 2013). Within the category of DNA metabolic processes, we identified a gene that codes for a RAD23 protein (NER protein), which has been reported in *Beauveria bassiana* to physically interact with the PHR2 photolyase for the repair of DNA lesions by the degradation of (6-4) -pyrimidine-pyrimidine photoproducts (Wang et al., 2020). Within the set of genes with the highest expression in the mutant, we also found *phr*-1, a gene that codes for a photolyase that participates in the repair of pyrimidine cyclobutane dimers caused by UV light in *T. atroviride* (Berrocal-Tito et al., 2007). Based on these observations, we propose a transcriptional co-regulation between ENVOY, the DNA photolyase PHR-1 and RAD proteins during DNA damage repair in *T. atroviride*. Accordingly, we observed a greater germination capacity of Δ*env*-1 conidia than that of the WT after UV-irradiation, demonstrating that ENVOY controls DNA photorepair. These results allow us to propose that ENVOY is the connection between DNA repair processes and metabolic redirecting of resources, since in the mutant of this gene it is evident that there is a greater capacity for DNA repair and an arrest of DNA metabolism (Figure 7). In addition, our data support the Esquivel-Naranjo et al. (2016) discoveries since we also observed that BLR-1 induces the expression of *tmk*-3, indicating that there is a connection between the MAPK stress pathway and photorepair. In this work, we showed that ENVOY also plays a role in the regulation of *tmk*-3 transcription, taking these results into consideration, we suggest that this photoreceptor plays a key role in the crosstalk between the MAPK signaling pathway and photoperception (Figure 7).

It is evident that filamentous fungi when facing sunlight need to control the level of response to this stimulus depending on the dose, since high radiation represents a risk for their genomic integrity, but in low dosages, light constitutes a cue for entry into development. In this work, using the minimum light intensity at which *T. atroviride* responds to produce conidia, we determined the metabolic processes that are finely regulated in response to this stimulus. Moreover, in general, regardless of the type of stress, it is expected that proteins such as ENVOY exist distributed in living organisms that function as a kind of buffer, which establish the threshold of stress responses.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in section “Materials and Methods” and as footnotes.

## Author Contributions

EP-S, PM-H, EB-H, EE-N, and NC-V conducted wet-lab experiments. EP-S, JV-E, and AH-E analyzed data and wrote the manuscript. All authors read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: A Global Analysis of Photoreceptor-Mediated Transcriptional Changes Reveals the Intricate Relationship Between Central Metabolism and DNA Repair in the Filamentous Fungus Trichoderma atroviride
**Source:** Front Microbiol. 2021 Sep 8;12:724676. doi: 10.3389/fmicb.2021.724676
**Supplement:** Supplementary file 10

**Supplementary figures**

**Figure S1. Phylogenetic analysis of ENVOY protein in various filamentous fungi.** Phylogenetic relationships of *T. atroviride* ENVOY with representative fungal counterparts. The NCBI access code of each ENVOY or VIVID protein and its sequence identity are presented in parentheses after each fungal name, respectively. Bootstrap values of 1000 are given at the nodes. Scale: length of the branch proportional to the genetic distance evaluated with the neighbor-joining method in MEGA X.

**Figure S2. General characterization of *env1* gene replacement mutants*.*** Confirmation of gene replacement event. A PCR was carried out using a primer within the coding sequence of the *hph* gene (hygromycin resistance cassette) as forward and a primer derived from the UTR region of the *env*-1 gene as reverse. In this experiment the amplifying strains had integration of the construct in the correct region of the genome **(a).** PCR to amplify the *env*-1 gene. In this experiment the strains that do not show amplification are pure mutants (**b**). Light induced conidiation of four *env-*1 independent mutants (**c**).

**Figure S3. Total growth of colonies under constant darkness**. Growth was measured every 12 hours for 72 hours under darkness on potato dextrose agar (PDA) (n = 8).

**Figure S4. Effects of constant blue light on the growth and conidiation at 2.9 μmol.m^-2^s^-1^.** The strains were exposed to a 2.9 μmol·m^-2^·s^-1^ dose of blue light for 72 hours. **(a)** Phenotype of the WT strain and the Δ*env-*1 mutant under constant lighting and darkness. **(b)** Conidia per plate of strain WT and mutant Δ*env-*1 under constant illumination.

**Figure S5. Effects of constant blue light on the growth and conidiation at 11.6 μmol.m^-2^s^-1^.** The strains were exposed to a dose of 2.9 μmol·m^-2^·s^-1^ blue light for 72 hours. **(a)** Phenotype of the WT strain and the Δ*env-*1 mutant under constant lighting and darkness. **(b)** Conidia per plate of strain WT and mutant Δ*env-*1 under constant illumination.

**Figure S6. Distribution of reads mapping to the *env*-1 gene.** The figure shows a 3249 nucleotides genomic region containing the env-1 gene. The diagram shows the RNA seq reads mapping to this region when the WT strain (red) or the Δ*env*-1 (blue) were exposed to a pulse of blue light. At the bottom of the figure, we show a diagram of the structure of the *env*-1 gene indicating in light green rectangles exons, black lines introns and in dark green rectangles the 5’ and 3’ untranslated regions. Arrow heads indicate the direction of transcription.

**Figure S7. Genes regulated by Cry-1 y Cry-DASH. (a)** Venn diagram showing the number of up-regulated genes shared by the WT strain and the Δ*cry-1* and Δ*cry-DASH* mutants or that are unique for each strain. **(b)** Venn diagram showing the number of down-regulated genes shared by the WT strain and the Δ*cry-1* and Δ*cry-DASH* mutants or that are unique for each strain.

**Figure S8. *Trichoderma atroviride* tolerance to UV light.** Colonies of the WT strain and the Δ*cry-1* and Δ*env-1* mutants were incubated for 48 hours in the dark after irradiation with 350 J. m^-2^ UV-C light.

How the deposited data were processed for this re-analysis (not part of the article)

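RNA sequencing of *Trichoderma atroviride* mycelium grown for 36 h was used, with 3 dark and 3 light replicates per strain, the latter collected 30 min after a dose of 200 μmol⋅m–2 of blue light. Per the authors' methods, reads were checked for quality and assigned with Kallisto to the predicted transcripts of the genome, and the deposited values are the resulting estimated counts, neither normalized nor filtered. The table holds 11863 transcripts, of which 319 had no count in the 24 columns used. These columns belong to the WT, Δblr-1, Δblr-2 and Δenv-1 strains. The names of 12 further columns could not be matched to the Δcry-1 or Δcry-DASH samples, so they were not used here. The plan made from the labels covered 29 libraries of the 5 strains that the paper analyses, and 17 of them remained. These are 6 of WT, 6 of Δblr-1 and 5 of Δenv-1, since the authors state that Δenv-1 dark replicate 3 was left out. Δblr-2 was fitted together with these in a model of 23 libraries.

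Counts were rounded, since 8.35% of them were not whole, and transcripts were kept by edgeR's filterByExpr with a minimum count of 10, which left 9466 genes, or 9605 with Δblr-2. Library sizes were scaled by TMM. A mean per strain and treatment was fitted with edgeR 4.0.16 under R 4.3.3, by its quasi-likelihood method, with Benjamini-Hochberg adjustment over all genes tested. Genes were called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and differences between light responses at an adjusted p of at most 0.05. CPM are TMM-normalized over the 24 libraries. Lists of genes were tested with limma 3.58.1, by camera on voom values with a preset correlation of 0.01, and by fry and camera with the correlation estimated from each list. Their p-values were adjusted by Benjamini-Hochberg over the 35 pairs of a list and a comparison. The lists were the BLR-1-dependent induced genes of Supplementary Table 7, the genes named in Fig. 5A and Fig. 5B, the genes listed as repressed in Supplementary Table 6 and for no other strain, called cluster 1 genes here, and the induced genes shared by WT and Δenv-1. The study chose the first 4 lists on these libraries. The gene tests of light responses and of their difference, the blocks within strains and the set tests were tried on simulated data with known changes. Other steps, such as comparisons of strains within a treatment, were not.

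Depth ranged from 1519254 counts in a Δblr-1 light library to 20872428 in another of the same group over the 17 libraries, with a median of 7843802. In Δblr-2 it ranged from 2397938 to 21505809 in darkness and from 6843986 to 12062205 in light. A group with at most 3 counts in each library was read as not detected, and folds against it are given as lower bounds. Such limits cover counting error only. No pair of replicates differed by so little as sampling noise gives.

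Genes given by name are those whose Id the results text gives, those named in Fig. 5A and Fig. 5B, and the deleted gene whose Id is known. For each strain the 3 induced and 3 repressed called genes with the largest absolute log2 fold change were added, among genes whose light libraries all lay on one side of the dark libraries. The replicate numbers come from the sample labels. Whether they pair light and dark samples was checked by correlating deviations from the group means over 9534 genes. Same-numbered samples gave 0.219, 0.534 and 0.361 in WT, 0.129, 0.207 and 0.122 in Δblr-1 and 0.173, 0.107 and 0.115 in Δenv-1, each over 0.1. The highest correlation between different numbers was 0.211 in WT, for replicates 1 and 3, -0.00846 in Δblr-1 and -0.0238 in Δenv-1. WT replicate 1 was thus hardly closer to its own number than to another. The numbers were taken to pair the samples, and fits with the numbers as blocks, planned beforehand, are given where they differ. Δenv-1 light replicate 3 has a block of its own there. In Δblr-2 the correlations were -0.00158, 0.0781 and 0.0405.

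Other filters, RLE normalization, edgeR's likelihood ratio test, DESeq2 1.42.0, strains fitted alone, Δblr-2 or Δenv-1 dark replicate 3 included, replicate blocks, unrounded counts, other thresholds and each replicate left out in turn were tried. Gene ontology terms and sets of genes by product name were not analysed here, as the gene table used holds no product names, although 10686 Ids match it. Reads shared by near-identical paralogs were not examined.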

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

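The tests on cluster 1 genes, the tests for WT or BLR function in the Δblr-2 light libraries and the exchanges of equal numbers of libraries in light and darkness were chosen after the results were seen.

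The light response differed between Δblr-1 and WT in 131 genes by a direct test of the difference. It was smaller in Δblr-1 by -5.48 on the log2 scale for env-1, -1.30 for cry-1, -1.40 for phr-1, -2.45 for frq and -1.48 for tmk-3. For the BLR-1-dependent induced genes, the camera test of this difference gave a p of 1.04e-105. A difference in library size was tested by thinning the WT and Δblr-1 libraries to 1519254 counts each, after which the test of the list gave 2.03e-102, so depth does not account for the difference. Of 100 exchanges of libraries between the strains within each treatment, 14 gave as many genes. Of the 12 whose numbers moved in light and in darkness were 2 or more apart, 9 did, and such exchanges turn differences between the strains into differences in response. Among the 41 that moved as many in light as in darkness, the real grouping alone, 1, reached this number. In fits with the replicate numbers as blocks, where light and dark libraries of the same number were moved together, the real grouping gave 170 genes and 1 of the 10 splits, the real one, reached that, the smallest share that this design allows. The deletion of blr-1 is the biological explanation that the design names, and it remains a hypothesis here.

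Between Δenv-1 and WT the light response differed in 2 genes, env-1 itself, with -2.85 on the log2 scale, and gene 245230, and in 369 at an unadjusted p under 0.05. With Δenv-1 dark replicate 3, 15 of 100 exchanges gave as many genes, as did 3 of the 41 that moved equal numbers. In fits of the same libraries with blocks, where pairs were moved together, the real grouping gave 46 genes and 2 of the 10 splits gave as many. Counts of these sizes are thus also reached by other groupings. The response of the Fig. 5A genes was lower in Δenv-1 (camera p of 9.32e-08) and that of the Fig. 5B genes higher (camera p of 0.00188). A few abundant transcripts taking counts would shift all other genes one way, whereas the lists moved apart, with medians of -0.13 and 0.10. Without the pair of transcripts with the most counts in Δenv-1 dark replicate 3 the tests gave 9.76e-08 and 0.00172. For the levels after light, 1 of the 10 splits of the 6 light libraries, the real one, gave as small a p for the Fig. 5A genes, and 10 splits cannot give a share under 0.1. For the Fig. 5B genes 2 of the 10 did, the other giving 0.00458 against 0.00594. The splits alone do not exclude grouping by chance, and the other tests of these lists used genes that the study chose on these libraries. The deletion of env-1 remains among the open explanations. For the induced genes shared by WT and Δenv-1, the camera test of the difference in response gave 0.0233.

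The cluster 1 genes fell after light in Δenv-1 and not in WT, with a median difference of -3.31 on the log2 scale (-3.23 without the genes that were not detected in light; camera p of 2.18e-10). Fry, which uses the variation between the libraries, gave 0.304, and 0.0326 with the replicate numbers as blocks. The genes were high in dark replicate 1 and low in dark replicate 2, with a median log2 ratio of 3.70. A few transcripts taking counts in replicate 2 would lower the others there, but the 10 with the most counts took 5.22% of it, against 18.1% in replicate 1. Had light reached the dark plates of replicate 2, the BLR-1-dependent genes would be higher there, and their median log2 ratio of replicate 2 to replicate 1 was -0.095. WT material in dark replicate 1 would lower its env-1 reads, which stood at 32.3 CPM against 32.4 CPM in replicate 2. A difference between replicates 1 and 2 common to all strains and treatments is opposed by the genes with a mean of at least 10 counts, 20 to 22 per group, whose median log2 ratio of replicate 1 to 2 was at most 0.28 in size in Δblr-1 darkness, Δblr-1 light and Δenv-1 light (0.17 and 0.38 with at least 3 and 20 counts). The ratio was 1.72 in WT darkness and 2.27 in WT light, however, so a difference shared by WT and Δenv-1 darkness stays open. Over all cluster 1 genes, WT was higher in replicates 1 and 3 than in replicate 2, by medians of 1.18 and 1.93 in darkness. The pair of abundant transcripts took at most 1.41% of counts in any WT library, which argues against it there too. A difference in the stage of the culture between plates may underlie the pattern, but it was not tested.

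Δenv-1 dark replicate 3, which the paper did not use, had a median of 22.2 CPM over the cluster 1 genes. A pair of transcripts took 30.8% of its counts, against 14.3% in dark replicate 1 and at most 3.79% in the other 22 libraries (0.653% in dark replicate 2). No explanation of these shares was tested.

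In Δblr-2, a strain that the paper does not analyse, 708 genes were called responsive to light and the response differed from WT in 1871. After thinning WT and Δblr-2 to 2397938 counts, 608 genes were called in Δblr-2 and 86 in WT, and with any 1 of the Δblr-2 light libraries left out at least 591, so neither depth nor a single light library accounts for the count. WT material in the light libraries would show each WT light gene at 1 share of its WT level, but the median share was -0.137% and ranged from -12.4% to 47.2%. The light libraries from a strain with BLR function would carry the largest WT responses, and the 10 largest, with a median of 5.10 in WT, had a median of 0.041 in Δblr-2, where 3 of the 10 were called. Of 10 splits of the Δblr-2 libraries, 1, the real one, gave as many genes, the smallest share that they allow, and the others gave 0. For the difference from WT, 11 of 100 exchanges gave as many genes and 1 of the 41 that moved equal numbers. What the light libraries of this strain responded to was not tested, and the deletion of blr-2 remains among the open explanations.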

How the results depend on the processing

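The fits with Δenv-1 dark replicates 1 and 3, or 2 and 3, were chosen after the data were seen, and all other alternatives were set before the data were examined. In the replicate block, that of Δenv-1 light replicate 3 was corrected after a first fit. The 27 results that answer a comparison have 471 values under other settings. Of these, 402 kept their direction and side of the threshold or lay within 1.5 times a count, 10 lost the threshold, 1 gained it and 58 moved. Of 440 values for 40 single-gene results, 399 held, 11 lost the threshold, 25 gained it, 4 moved and 1 reversed. Of the 4, 3 are the light responses of the hydrophobin gene, alb-1 and cmp-1 in Δenv-1, whose sign changed without dark replicate 1 (0.16, 0.046 and 0.12), where no test was made. The reversed value was of the difference between the blu-1 responses of Δenv-1 and WT, from -0.42 as the lowest to 0.070 as the highest in the leave-one-out fits. For the changes below the cause was not tested, apart from the thresholds, whose own construction changes the counts.

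Without a fold change minimum 624 genes were called in WT, 72 in Δblr-1, 408 in Δenv-1 (172 repressed) and 3684 in Δblr-2. In the comparison of Δenv-1 with WT this gave 280 in darkness and 1319 after light. With this threshold 284 genes were induced and 296 repressed in WT and not in Δblr-1. With glmTreat the counts were 46, 0, 49 (1 repressed) and 282, then 2 and 24, and 43 and 3. The 0 of glmTreat in Δblr-1 stands beside 1126 genes at an unadjusted p under 0.05 in the quasi-likelihood test. By the interaction test, 52 induced and 9 repressed genes of WT depended on BLR-1.

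With edgeR's likelihood ratio test 25 genes were called in Δblr-1, 47 repressed in Δenv-1, 5 for the difference in response between Δenv-1 and WT and 154 between them in darkness. With strains fitted alone, 30 genes were called in Δblr-1, 11 repressed in Δenv-1, 1 for the difference in response and 18 in darkness. Then 10 were repressed in WT and not in Δblr-1, 5 were repressed in WT and Δenv-1, and 3 of these were less repressed in Δenv-1. With Δblr-2 in the fit 148 genes differed between Δenv-1 and WT in darkness.

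With Δenv-1 dark replicate 3, 169 genes were called in Δenv-1, 84 of them repressed, and 146 differed from WT in darkness. With replicates 1 and 3 these numbers were 260, 177 and 183, and 84 genes differed in response from WT. With replicates 2 and 3, 4 shared repressed genes were less repressed in Δenv-1. The replicate block gave 31 genes in Δblr-1, 51 repressed in Δenv-1 and 5 for the difference in response. Of the 62 results refitted with it 8 changed, the other 5 being calls of single genes, which it added, and it changed no other call among the 62, with set tests judged before adjustment over the lists. After that adjustment the test of the shared induced genes lost its call with the block.

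With the cluster 1 genes, fry gave 0.218 and camera with estimated correlation 0.329 for the light response of Δenv-1, and 0.304 and 0.218 for its difference from WT. For the shared induced genes the difference in response gave 0.0594 by fry, 0.0648 with no filter and 0.137 with dark replicate 3. With dark replicates 1 and 3 it gave 0.739 and with 2 and 3 0.130. For the BLR-1-dependent genes the difference between Δenv-1 and WT gave 0.00654 with dark replicates 1 and 3.

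With each replicate left out in turn, from 1 to 11 genes were called in Δblr-1 (1 without light replicate 2, 4 and 6 without dark replicates 1 and 2). In Δenv-1 10 to 16 were repressed (10 and 12 without light replicates 2 and 3). From 17, without WT dark replicate 2, to 38 were repressed in WT and not in Δblr-1. The number of shared repressed genes less repressed in Δenv-1 was 2 to 9 (2 and 5 without Δenv-1 light replicates 2 and 3, 5 without WT dark replicate 2). The test of the shared induced genes gave 0.0138 to 0.0678, and was above 0.05, so not significant, without WT dark replicate 2 or 3 or Δenv-1 light replicate 3 (0.0678, 0.0575 and 0.0515). Between Δenv-1 and WT 22 to 237 genes differed in darkness and 154 to 448 after light. In darkness the lowest number came without WT dark replicate 1 and the highest without WT dark replicate 2, and after light these were WT light replicates 3 and 2. After light 191 differed without WT light replicate 1, and in darkness 23 without WT dark replicate 3. No calls were made where 1 dark library of Δenv-1 was left. The settings for Δcry-1 and Δcry-DASH were not run.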

Differences from the paper's values

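No test in this part was chosen after the results were seen, apart from the fits with other pairs of Δenv-1 dark replicates, which are named as such, and the block of Δenv-1 light replicate 3, which was corrected after a first fit.

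The paper reports 27 genes responsive to light in Δblr-1, and 14 were called here. Of the alternatives set before the data were examined, edgeR's likelihood ratio test (25), DESeq2 (21), strains fitted alone (30), the fit with Δblr-2 (19) and the replicate block (31) came within 1.5 times the paper's number. No filter, the filter at 1 CPM, RLE normalization, dark replicate 3 of Δenv-1 included and unrounded counts gave 14 and did not. Nor did no fold change minimum (72), glmTreat (0) or any fit with 1 replicate left out (at most 11).

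The paper's Supplementary Table 6 lists 65 genes repressed by light in Δenv-1, and 23 were called here. The likelihood ratio test (47), the fit with dark replicate 3 (84) and the replicate block (51) came within 1.5 times that number. No filter and DESeq2 (29 each), the filter at 1 CPM and unrounded counts (23 each), RLE normalization (22), strains fitted alone (11), the fit with Δblr-2 (30), no fold change minimum (172), glmTreat (1) and the fits without a light replicate (10 to 16) did not.

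The paper's average is 20 reads per library in units of 1000000, and the average over the 17 libraries here was 9.27 counts in the same units. The paper's number is of reads and the table's of counts assigned to transcripts, and no alternative bears on it.

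The paper describes the cluster 1 genes as having a constant basal level in Δenv-1 darkness, and their median was 16.5 CPM in dark replicate 1 and 0.762 CPM in dark replicate 2. The paper gives the hydrophobin gene 258295, alb-1 and cmp-1 as repressed by light in Δenv-1. They were not called here (edgeR adjusted p = 0.0613, 0.0888 and 0.109), but were by the likelihood ratio test, DESeq2, the fit with Δblr-2, the fit with dark replicate 3 and the replicate block. With dark replicates 1 and 3, chosen after seeing the values, all were called, and with 2 and 3, also chosen after seeing the values, the hydrophobin gene and alb-1. In the paper these genes are already active in Δenv-1, whereas the levels in darkness of the 3 did not pass the threshold against WT, at log2 ratios of 0.69, 0.32 and -0.21.

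The paper names gene 29031 as repressed in WT, which was called here in no setting. Gene 81139 is repressed in Δblr-1 in the paper and was called with DESeq2, strains fitted alone and the replicate block. Gene 31436 is induced in Δenv-1 in the paper and was called with DESeq2 and the replicate block. The Sec62 gene 33428 is among the shared repressed genes of the paper and was called in Δenv-1 by the likelihood ratio test alone. For cry-DASH the paper states dependence on BLR-1, and the interaction of -1.39 (edgeR adjusted p = 0.661) did not separate the strains. The paper's Supplementary Table 6 lists cry-DASH as induced in Δenv-1, and it was not called here (edgeR adjusted p = 0.0514), but was by the likelihood ratio test and the fit with Δblr-2. The paper describes the DNA metabolism genes as more responsive to light in Δenv-1. Here the response was higher than in WT in 14 of the 17 genes and lower in 3, and no gene passed the interaction test. In Δenv-1 16 of the genes rose, and the gene of RAD-1 changed by -0.13 (edgeR adjusted p = 0.412).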

Other observations

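The tests on the env-1 reads of Δenv-1 and on the level of the shared induced genes were chosen after the results were seen.

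Between Δenv-1 and WT, 96 genes differed in darkness, 21 higher and 75 lower in Δenv-1, and 292 after light, 70 higher and 222 lower. The balance in darkness depended on the dark libraries of Δenv-1. With dark replicate 3, 54 genes were higher and 92 lower. With replicates 1 and 3 it was reversed, at 121 higher and 62 lower, and with 2 and 3 it was 22 and 43. Both pairs were chosen after the data were seen. Without WT dark replicate 1 or 3, 22 and 23 genes differed in darkness, and 237 without WT dark replicate 2. After light 191, 448 and 154 genes differed without WT light replicates 1, 2 and 3 in turn. Of the 10 splits of the libraries 1, the real one, gave as many genes after light, and likewise 1 in darkness with dark replicate 3, the smallest share that 10 splits allow. The same held for the light-responsive genes of WT (1 of 10, the next giving 48), Δblr-1 (1 of 10, the others giving 0) and Δenv-1 with dark replicate 3 (1 of 10, the next giving 5). In each of these strains the replicate numbers were taken to pair light and dark libraries. The real split parts all pairs, as 4 of the 10 splits do, and the 3 others of these gave 0 genes, while the remaining 6 keep some pairs together in a group.

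The env-1 transcript was higher in Δenv-1 than in WT in darkness, 17.5-fold. A rise of all BLR-1-dependent genes in Δenv-1 darkness does not account for it, since the others of the list had a median log2 ratio of 0.14, against 4.13 for env-1. A constant addition of reads on the kept env-1 sequence, caused by the insertion, may contribute. The excess over WT was 30.5 CPM in darkness and 153 CPM after light (2.43-fold), where the rest of the transcript may itself respond to light. Reads were assigned only to predicted transcripts of the fungus, so reads of the bacterial marker sequence itself would not be counted. The paper places the Δenv-1 reads on the kept 3′ untranslated region. What starts the transcription of the counted reads cannot be told from 1 count per transcript.

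The induced genes shared by WT and Δenv-1 were higher in Δenv-1 after light, by a median of 0.19 on the log2 scale over the 68 genes other than env-1. A candidate explanation is a higher level before light, since the median was 0.13 in darkness already (camera p of 0.0159). This was found and tested on the same libraries.

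Of the BLR-1-dependent induced genes, 31 of 93 were called induced in Δblr-2, 20 of them with a larger response than in WT. The median log2 fold change of the list was 0.33 in Δblr-2, and 0.036 over the genes not called there. The Spearman correlation of the responses of Δblr-2 and WT across these genes, which are not independent replicates, was -0.34. Of the genes induced in WT, 32 of 89 were also induced in Δblr-2, and of those repressed, 4 of 34. Among called genes whose light libraries all lay on one side of the dark libraries, the largest rises in Δblr-2 were in genes 256410 (at least 15.2-fold), 260119 (at least 12.4-fold) and 28704 (7.69 on the log2 scale). Among the same genes the largest decreases were in genes 298191 (at least 59.6-fold), 242992 (at least 16.0-fold) and 260353 (-4.04 on the log2 scale).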
